# Integrated omics networks reveal the temporal signaling events of brassinosteroid response in *Arabidopsis*

**DOI:** 10.1038/s41467-021-26165-3

**Published:** 2021-10-06

**Authors:** Natalie M. Clark, Trevor M. Nolan, Ping Wang, Gaoyuan Song, Christian Montes, Conner T. Valentine, Hongqing Guo, Rosangela Sozzani, Yanhai Yin, Justin W. Walley

**Keywords:** Brassinosteroid, Plant signalling, Regulatory networks

## Abstract

Brassinosteroids (BRs) are plant steroid hormones that regulate cell division and stress response. Here we use a systems biology approach to integrate multi-omic datasets and unravel the molecular signaling events of BR response in *Arabidopsis*. We profile the levels of 26,669 transcripts, 9,533 protein groups, and 26,617 phosphorylation sites from *Arabidopsis* seedlings treated with brassinolide (BL) for six different lengths of time. We then construct a network inference pipeline called Spatiotemporal Clustering and Inference of Omics Networks (SC-ION) to integrate these data. We use our network predictions to identify putative phosphorylation sites on BES1 and experimentally validate their importance. Additionally, we identify BRONTOSAURUS (BRON) as a transcription factor that regulates cell division, and we show that *BRON* expression is modulated by BR-responsive kinases and transcription factors. This work demonstrates the power of integrative network analysis applied to multi-omic data and provides fundamental insights into the molecular signaling events occurring during BR response.

## Abstract (web summary)

Brassinosteroids (BR) regulate plant development and stress responses. Here, by integrating multiple omics datasets and inferring networks, the authors profile BR signaling in Arabidopsis and characterize BRONTOSAURUS, a BR-regulated transcription factor that impacts cell division in roots.

## Introduction

Brassinosteroids (BRs) are involved in a number of important biological processes including cell elongation and division, photomorphogenesis, reproduction, and both biotic and abiotic stress responses. The BR-signaling pathway has been well-established in *Arabidopsis*^1–3^. BRs are first sensed by the plasma membrane-localized receptor BRASSINOSTEROID INSENSITIVE 1 (BRI1)^4–6^. Upon BR binding, BRI1 recruits co-receptors including BRI1-ASSOCIATED RECEPTOR KINASE 1 (BAK1) that are required for its activation^7,8^. In the absence of BR, the GSK3 kinase BRASSINOSTEROID INSENSITIVE 2 (BIN2) phosphorylates numerous substrates including the transcription factors (TFs) BRI1-EMS-SUPPRESSOR 1 (BES1), and BRASSINAZOLE-RESISTANT 1 (BZR1)^7,9–12^. This phosphorylation inactivates BES1 and BZR1 through cytoplasmic retention, degradation, and/or reduced DNA binding. When BRs are present, the BRI1/BAK1 complex activates a kinase-signaling cascade resulting in the inactivation of BIN2 and the dephosphorylation of BES1 and BZR1. This allows BES1 and BZR1 to regulate target gene expression in the nucleus^12–18^. While there are many conserved GSK3 phosphorylation sites in BES1 and BZR1 proteins, the exact sites that are phosphorylated by BIN2 and the sites responsible for negative regulation of BES1 activity are not fully defined^19,20^.

The role of BR in modulating cell division is well-documented, particularly in the *Arabidopsis* root. It has been shown that BL has a dose-dependent effect on cell division in the root meristem: roots treated with higher levels of BL have more meristematic cells. In addition, the *bes1-D* gain-of-function and *bri1-116* loss-of-function mutants have altered cell cycle progression, which implicates that plant cyclins may be involved. Accordingly, it has been shown that CYCLIN D3;1 (CYCD3;1) is induced by BL and can rescue cell division defects in the *bri1-116* mutant^21,22^. BR has also been implicated in stem cell division and maintenance: roots treated with BL have excessive Quiescent Center (QC) divisions and altered expression patterns of QC cell identity markers^22–24^.

The BR-signaling pathway in *Arabidopsis* is highly dependent on the levels of protein phosphorylation, modulation of protein levels, and downstream transcriptional regulation. Therefore, we determined the dynamic response to BR signaling in *Arabidopsis* by performing large-scale transcriptome and (phospho)proteome profiling of seedlings treated with BL for different lengths of time. We then inferred a set of integrated, TF-centered Gene Regulatory Networks (GRNs) using our newly-developed Spatiotemporal Clustering and Inference of Omics Networks (SC-ION) pipeline. These networks illustrated how the phosphorylation state of TFs is important for predicting their downstream target genes. In addition, SC-ION allowed us to infer one network per time point and visualize the early and late (phospho)protein-transcript regulations in BR response. By combining these TF-centered networks with a correlation-based kinase-signaling (i.e., kinase-centered) network, we illustrated the temporal cascade of BR response starting with kinase-signaling and ending with differential transcript abundance. We were able to use this network to predict and experimentally validate previously uncharacterized BIN2 phosphorylation sites on BES1. In addition, through network motif analysis, we identified a number of TFs putatively involved in BR response. In particular, we identified a C2H2-like TF whose mutants displayed hypersensitivity to BR, longer roots, and more cell divisions. The combination of this mutant’s developmental phenotype, as well as its putative role in BR response, led us to name this TF BRONTOSAURUS (BRON). Together with our results provide a comprehensive guide to molecular signaling changes that occur in response to BR.

## Results

### Generating an integrated omics time course of BR response

To investigate the temporal response to BRs, we established a treatment system in which seedlings were sensitized to BRs by pre-treatment with 1 μM of the BR biosynthesis inhibitor brassinazole (BRZ)^25^ for 7 days to reduce background BR signaling. The 7-day-old seedlings were then treated with a mock solvent or 1 μM BL for six different lengths of time (15 min, 30 min, 1 h, 2 h, 4 h, 8 h) (Fig. 1a). To confirm the efficacy of the BL treatment, we assayed BES1 by western blot (Supplementary Figure 1). In BRZ-treated seedlings, we found that BES1 predominantly exists in its phosphorylated form, while BL-treated seedlings showed an accumulation of dephosphorylated BES1 over time. Specifically, we observed an increase in the amount of dephosphorylated BES1 as early as 15 min after treatment, and the phosphorylated form of BES1 was undetectable by 1 h after treatment (Supplementary Figure 1). This demonstrates the expected BES1 response and thus the efficacy of BL treatment.

**Fig. 1:**
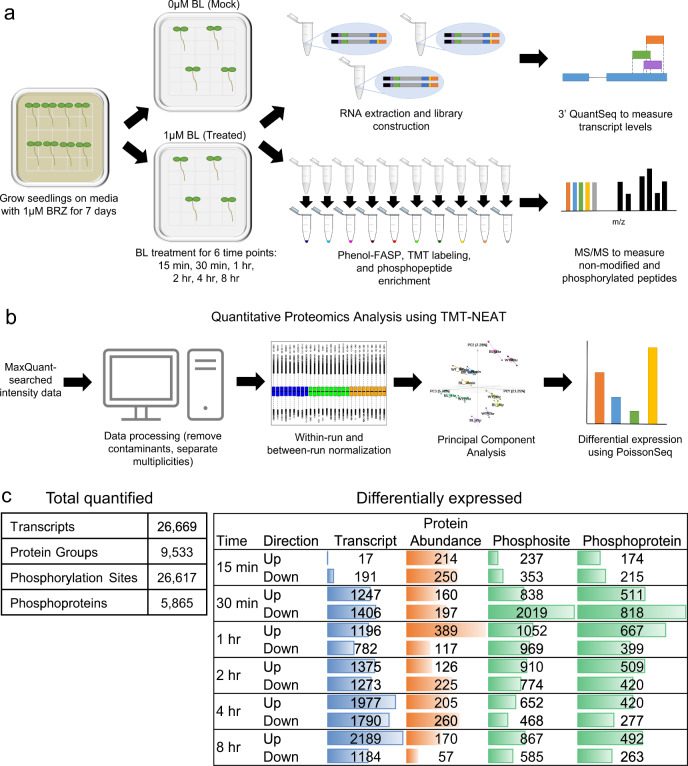
An integrated omics time course of BR response. **a** Samples were collected at six timepoints (15 min, 30 min, 1 h, 2 h, 4 h, 8 h) from Mock and BL-treated seedlings. **b** TMT-NEAT analysis pipeline for quantitative proteomics. **c** (left) Total number of transcripts, proteins, and phosphosites/phosphoproteins quantified at each time point. (right) The number of DE transcript, proteins, and phosphosites/phosphoproteins at each time point. Colored bars represent the relative number of DE gene products within each data type.

Based on the dynamic nature of BL response, we expected many transcripts, proteins, and phosphosites would have differential responses depending on the length of BL treatment. Thus, we performed multi-omics profiling of BL-treated and mock-treated seedlings at each of the six timepoints (Fig. 1a). We used 3′ QuantSeq^26^ to measure transcript levels and quantified protein abundance and phosphorylation level by performing two-dimensional liquid chromatography-tandem mass spectrometry (2D-LC-MS/MS) on Tandem Mass Tag (TMT) labeled peptides^27–31^.

To facilitate the analysis of complex multi-run proteomics data sets, we constructed an analysis pipeline for quantitative proteomics data called TMT Normalization, Expression Analysis, and statistical Testing (TMT-NEAT). Our pipeline, which works on data generated from any organism, takes the TMT reporter ion intensity values (i.e., MaxQuant proteinGroups or PTM_Sites) and a metadata file containing sample information and TMT-labeling scheme as input. It first cleans the data by removing contaminants and appropriately labels the intensity data using the metadata file. Second, TMT-NEAT performs sample loading (within-run) and internal reference (between-run) normalization to eliminate batch effects^32^. Third, it provides multiple qualitative plots such as hierarchical clustering and principal component analysis to visualize differences between biological groups. Finally, it performs differential expression analysis on the normalized values using a user-supplied *p-* or *q* value threshold (Fig. 1b). TMT-NEAT is publicly available and can be run through an RShiny Graphical User Interface (GUI) (see Methods).

Using these methods, we identified 26,669 transcripts, 9533 protein groups, and 26,617 phosphosites (arising from 5865 phosphoproteins) across the six timepoints (Fig. 1c, Supplementary Data 1–3). We found that the number of differentially expressed (DE) transcripts, proteins, and phosphosites varied depending on the time point. When we examined the transcript data, we found that only 208 transcripts (17 up, 191 down) were DE in response to BL within the first 15 min, whereas 454 protein groups (214 up, 250 down) and 590 phosphosites (237 up, 353 down) were DE at this same time point. In addition, many more transcripts (2653 total: 1247 up, 1406 down) were DE beginning at 30 min, which led us to speculate that the early BR response is predominantly post-transcriptional. This is supported by the role of BES1 and BZR1, which must be dephosphorylated in order to enter the nucleus and transcriptionally regulate downstream genes in response to BR^9,12,16^.

We next performed Gene Ontology (GO) analysis on the DE transcripts, proteins, and phosphosites at early (1 h or earlier) and late (after 1 h) timepoints (Supplementary Figure 1, Supplementary Data 4). We found that multiple BR-response terms are enriched at different time points and for different DE gene products. For example, BR-mediated signaling pathway and cellular response to BR stimulus terms are enriched in the DE phosphosites at both early and late time points. In addition, BR biosynthetic process and BR homeostasis are enriched in the DE transcripts at early timepoints, and the term for response to brassinosteroid is enriched in both DE transcripts and phosphosites. We also see enriched terms that have been linked to BR response such as cellular response to stress, response to auxin-mediated signaling pathway, and defense response^33^. Taken together, our omics profiling captures how different gene products temporally respond to BR treatment in *Arabidopsis*.

### Predictive networks illustrate the BR temporal cascade

We have previously shown that integrating mRNA, protein, and phosphorylation data sets greatly improves the predictive power of reconstructed GRNs^34^. However, integrating these multi-omics data types remains challenging. Thus, we next developed a network inference pipeline, which we named SC-ION, to integrate any number of different types of expression profiles into one cohesive, predictive GRN (Fig. 2a, see Methods). SC-ION builds on our MATLAB-based pipeline Regression Tree Pipeline for Spatial, Temporal, and Replicate data (RTP-STAR)^35,36^, which is an adaptation of the GENIE3^37^ network inference method and functions only on transcriptomic data sets. In SC-ION, we further improve on RTP-STAR by: (1) incorporating Dynamic Time Warping (DTW) clustering for temporal data^38^ and Independent Component Analysis (ICA) clustering for non-temporal data^39^; (2) allowing the user to provide separate regulator and target matrices for integration of DE gene products; (3) integrating any number of different types of expression profiles into one GRN; and (4) providing our pipeline as an RShiny GUI (Fig. 2a).

**Fig. 2:**
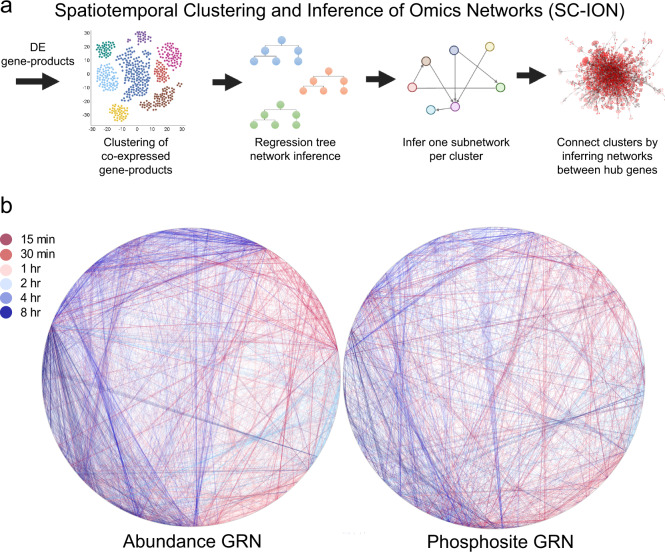
Timepoint-specific, integrative omics networks of BR response. **a** SC-ION pipeline. **b** Timepoint-specific networks using TF abundance (left) or TF phosphosite intensity (right). Edge color represents the time point that regulation is predicted to occur. Nodes represent individual genes. The nodes are arranged in a circular layout relative to timing—genes differentially expressed at the earliest time point (15 min) are placed at the top of the circle, and time increases as one moves clockwise through the layout.

Here, we used SC-ION to infer two separate TF-centered networks of BR response. In these TF-centered GRNs, TFs serve as “regulators” used to infer their “target” genes. In the first network, which we call the abundance network (blue, solid edges, Fig. 3), TF protein abundance (when quantified) or TF transcript abundance (when cognate protein was not quantified) was used as the “regulator” value to infer their “target” transcript abundance. In the second phosphosite network (green, dashed edges, Fig. 3), we inferred the “target” transcript abundance using TF phosphosite intensities as the “regulator” value. For each of these networks, we took advantage of our temporal data by (1) clustering the gene products using DTW to create temporally informed regulatory modules and (2) inferring one network per time point to visualize the regulations unique to each time point (Fig. 2b). When connecting the timepoint-specific networks, we found that there were distinct clusters of early and late predictions. In addition, there is cross-communication between the time points, where early regulators feed-forward into late regulators, and conversely where late regulators feedback onto early regulators (Fig. 2b).

**Fig. 3:**
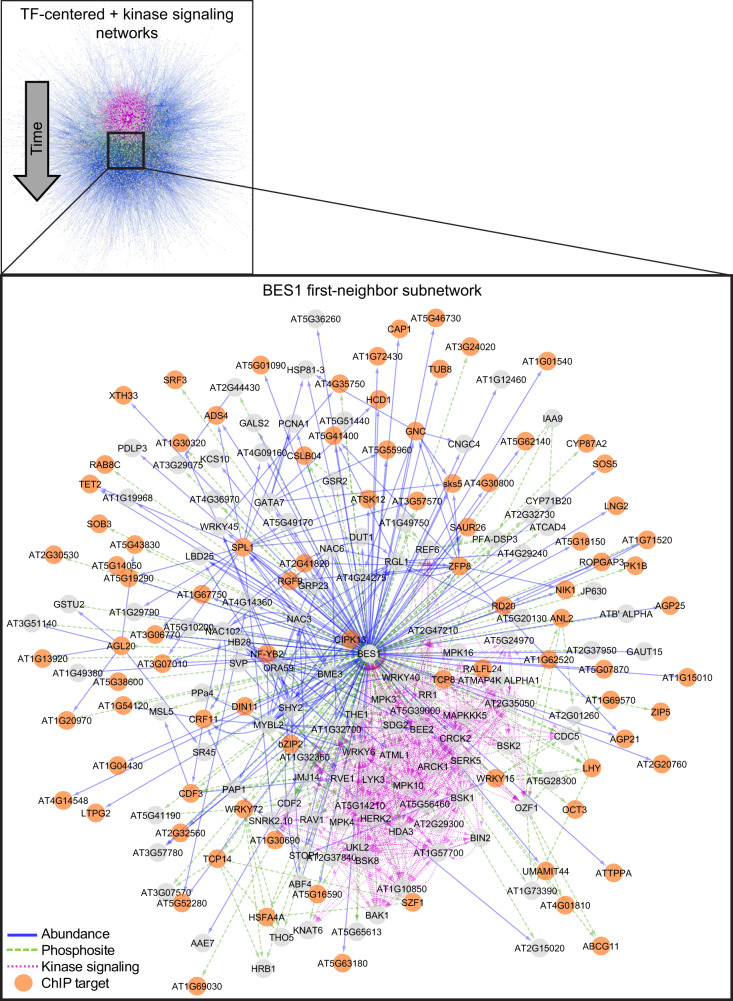
Integration of TF-centered and kinase-signaling networks. (Top) Merged networks. TF abundance, blue solid; TF phosphosite, green dashed; kinase signaling, purple dotted. The network is arranged temporally, with early regulations at the top and later regulations towards the bottom. (Bottom) First-neighbor subnetwork of BES1. Genes are gray circles. Orange genes are BES1 and BZR1 ChIP-Seq targets.

In addition to our SC-ION-generated TF-centered GRNs, we used our correlation-based approach to infer a kinase-signaling network (purple, dotted edges, Fig. 3; see Methods)^40^. In this network, we considered kinases with DE phosphosites in their p-loop (also termed activation loop) domain as potential regulators, as this phosphorylation in this region is necessary for kinase activity^41^. Thus, activation loop phosphorylation can be used to infer kinase activity and is useful for predicting kinase-signaling^40,42,43^. In agreement with our previous work in maize^40^, we observed that the correlation between kinase protein abundance and kinase p-loop phosphorylation intensity (i.e., activation state) greatly varies depending on the time point (Supplementary Figure 2), motivating our use of p-loop site intensities rather than simply kinase abundance in our network. This “kinase-centered” network complements our TF-centered GRNs by predicting kinase-dependent signaling events.

When we merged our kinase-signaling network with our TF-centered networks, we found that genes with known roles in the BR response pathway^1^ were significantly enriched in the list of network regulators (Hypergeometric test, *p* < 0.001). In addition, we noticed that this merged network illustrates the temporal cascade of BR response across these different omics levels (Fig. 3, Supplementary Data 5). Our inferred network places the kinase-signaling interactions (purple) towards the top of the network (early in time). Next are the TF phosphosite-level regulations (green), followed by the TF abundance-level regulations (blue). Thus, our network predicts that BR response begins with kinase signaling, followed by transcriptional regulation via modulation of TF phosphorylation and/or abundance. This network prediction is in agreement with what we currently know about BR signaling, which begins with the kinases BRI1 and BAK1 initiating a series of (de)phosphorylation events leading to the regulation of downstream target genes by TFs including BES1 and BZR1. Our timepoint-specific networks further illustrate which regulations are predicted to occur in early or late BR response (Fig. 2B).

### Multi-omics networks reveal the BIN2-BES1 signaling cascade

We extracted the first-neighbor network of BES1 to illustrate how our multi-omics profiling and integrative network inference can elucidate the signaling events that occur in response to BR (Fig. 3). This network contains kinases that are predicted to be upstream of BES1 phosphorylation, TFs that are predicted to transcriptionally regulate BES1, and downstream targets of BES1. Our kinase-signaling network predicted that Serine 179 and Serine 180 (S179, S180) on BES1 is downstream of known BR-responsive kinases such as BIN2, BAK1, and BSK1^8,9,44^ (Supplementary Figure 3a). The sites are largely conserved in BES1 and its homologs (Supplementary Figure 3b). In order to test if they are BIN2 kinase phosphorylation sites, we mutated the two sites from serine to alanine (phosphorylation null, designated as BES1^S2A^) and tested phosphorylation by BIN2 in an in the vitro kinase assay. While both BES1 and BES1^S2A^ were phosphorylated by BIN2, BES1^S2A^ was phosphorylated to a lesser extent (Supplementary Figure 3e), suggesting that S179 and S180 are BIN2 phosphorylation sites. We also transiently expressed *BES1-FLAG* and *BES1*^*S2A*^*-FLAG* in *Nicotiana benthamiana*. Although a significant amount of *BES1-FLAG* is phosphorylated 1 day after transfection, *BES1*^*S2A*^*-FLAG* exists mainly in dephosphorylated form. In addition, when co-expressed with BIN2, the phosphorylated form of wild-type *BES1-FLAG* was increased, whereas the phosphorylated form of *BES1*^*S2A*^*-FLAG* was increased to a lesser extent, which further supports the conclusion that S179 and S180 are BIN2 phosphorylation sites (Supplementary Figure 3c).

In order to elucidate the functional consequences of the phosphorylation on S179, S180, we generated transgenic *Arabidopsis* plants overexpressing *BES1-FLAG* or *BES1*^*S2A*^*-FLAG*. The majority (20/26: 77%) of the *BES1*^*S2A*^*-FLAG* T1 plants have longer leaf petiole and curly leaves, a characteristic of gain-of-function mutants in BR signaling^12^. Conversely, 13 of 14 (93%) *BES1-FLAG* plants grown at the same time did not exhibit these phenotypes (Supplementary Figure 3d). Taken together, our results support our kinase-signaling network prediction that S179 and S180 are BIN2 phosphorylation sites whose phosphorylation negatively impacts BES1 function.

Downstream of kinase signaling, BES1 is predicted to regulate different downstream targets depending on whether its phosphosite levels (green, dashed) or transcript abundance (blue, solid) is used in the SC-ION pipeline. We mined Chromatin ImmunoPrecipitation (ChIP)-chip and ChIP-Seq data sets on BES1 and its homolog, BZR1^13–15^, and found that 88 out of 144 predicted first-neighbor targets of BES1, in our network (61%), are directly bound by BES1 or its homolog BZR1 (Fig. 3, orange circles; Supplementary Table 1). Some of these validated genes with known roles in BR response include IAA3/SHORT HYPOCOTYL 2 (SHY2)^45^, XYLOGLUCAN:XYLOGLUCOSYL TRANSFERASE 33 (XTH33)^15,46^ and SMALL AUXIN UP RNA 26 (SAUR26)^13^. Thus, we were able to validate the accuracy of our integrative omics network using previously published ChIP data and identify previously unknown BIN2 phosphorylation sites on BES1.

### Network motif analysis predicts TFs involved in BR response

We next leveraged the network prediction to identify candidate genes involved in mediating the response to BR. We used the Network Motif Score (NMS)^35,36^ to classify genes in the TF-centered networks based on their presence in certain biological motifs, such as feedback and feed-forward loops. Genes with higher NMS have been shown to have a more important role in the biological process of interest^35,36,47–49^. Accordingly, BES1 had the 25th highest NMS score (top 5%), illustrating that we could use the NMS to identify BR-response regulators. We chose three TFs, ANTHOCYANLESS 2 (ANL2), TCX2, and BRONTOSAURUS (BRON; AT1G75710), that had high (all in the top 35%) NMS in either the TF abundance or phosphosite GRNs (Supplementary Data 5). We then examined subnetworks for each of these TFs, starting with kinase signaling and ending with transcriptional regulation.

SC-ION predicts that our first TF of interest, TCX2, and BES1/BZR1 HOMOLOG 2 (BEH2) regulate each other in a feedback loop (Supplementary Figure 4). In addition, TCX2 has a documented root stem cell division phenotype^35^. Thus, we reasoned that TCX2 may regulate cell division in response to BR and treated the *tcx2-2* and *tcx2-3* mutants with 100 nM BL. In WT plants, the addition of BL causes a dramatic reduction in the root length. However, we did not find a significant difference in BL response in either of the *tcx2* mutant alleles compared to WT (Supplementary Figure 4, Supplementary Table 2).

We then focused on the subnetwork for ANL2, which predicts that ANL2 and BES1 regulate each other in a feedback loop (Supplementary Figure 4). To test if ANL2 may be involved in BR response, we treated WT, *anl2-2*, and *anl2-3* plants with 100 nM BL. We found that *anl2* mutant roots shorten more than WT when treated with BL, suggesting that the *anl2* mutants are hypersensitive to BL (Supplementary Figure 4, Supplementary Table 2). It has also been shown that BL can induce excessive QC divisions in the root^22–24^. Thus, we checked the *anl2* mutant roots for QC divisions as a secondary BR-response phenotype: however, we found that *anl2* mutant roots do not display excessive QC divisions.

### BRONTOSAURUS regulates cell division in response to BR

Our last TF of interest, BRON, is predicted to be regulated by TFs whose phosphorylation is dependent on multiple BR-signaling kinases such as BAK1, BSKs, and SERKs in our network (Fig. 4a). We obtained a weak (*bron-1*) and a strong (*bron-2*) allele for BRON (Supplementary Figure 5) and examined their BR response as well as their root development. We found that roots from both alleles shorten more in response to BL than the wild type, demonstrating that *bron* mutant roots are hypersensitive to BL treatment (Fig. 4b, Supplementary Table 2). In addition, we observed that *bron* mutants have longer roots with more meristematic cells (Supplementary Figure 5), as well as significantly more divisions in the QC (Fig. 4c–e). *bron-2* also displays excessive columella divisions and a higher number of undivided (i.e., actively dividing) cortex endodermis initials (CEI), whereas *bron-1* only shows excessive endodermis divisions, potentially due to its weaker effect on BRON expression (Fig. 4e). This led us to hypothesize that BRON could regulate cell division in response to BR.

**Fig. 4:**
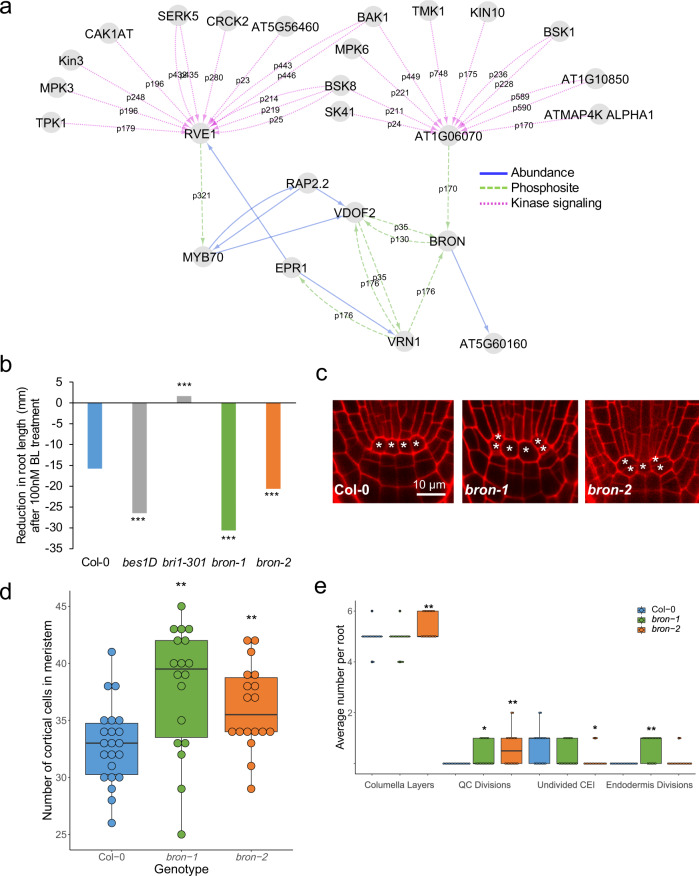
*bron* mutant roots are hypersensitive to BL treatment and display excessive cell divisions. **a** BRON subnetwork. Edge labels represent the phosphosite used to predict that regulation. **b** *bron* mutants are hypersensitive to 100 nM BL treatment (*n* > 27). **c** Representative images of Col-0 wild type, *bron-1*, and *bron-2* root stem cell niches. * denote Quiescent Center (QC) cells. **d** The number of meristematic cells in 5-day-old roots (*n* = 18). **e** Average number of columella cell layers, QC divisions, undivided Cortex Endodermis Initials (CEI), and endodermis division in 5-day old roots (*n* = 18). **d**, **e** the centerline represents median; box bounds represent 25th and 75th percentiles; whiskers represent minimum and maximum. Colored dots represent individual data points. **b**, **d**, **e** * denotes *p* < 0.05, **p < 0.01, ***p < 0.001 using a generalized linear model (**b**) or two-tailed Wilcoxon test (**d**, **e**). For all statistical tests, no multiple testing correction was performed.

To determine the transcripts modulated by BRON, we performed RNAseq on root tissue from the *bron-2* mutant (Supplementary Data 7). 

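For this experiment, root tips of about 2 mm were collected from 5-day-old seedlings of the Columbia-0 wild type and of *bron-2*, a line with a T-DNA in the BRON gene, with 3 biological replicates of each genotype. The authors mapped the single-end reads to the TAIR10 genome using Cufflinks, and the deposited values are FPKM, in which the fragments of each gene are scaled by transcript length and by the number of mapped fragments in the library. They cover 33560 genes. The values sum to 793710, 795917 and 810099 in wild type replicates 1, 2 and 3 and to 791546, 804666 and 812383 in *bron-2* replicates 1, 2 and 3. FPKM values do not give the number of reads, but the steps between the lowest values give the relative depth of the libraries. With wild type replicate 1 set to 1, the depth was 0.973 and 1.11 in wild type replicates 2 and 3 and 1.25, 1.20 and 1.24 in *bron-2* replicates 1, 2 and 3, so the *bron-2* libraries were the deeper ones. The authors called DE genes with PoissonSeq, which takes read counts. FPKM values are not counts, so the genotypes were compared here with limma on log2(FPKM + 1) over the 17107 genes with a mean of at least 1 FPKM. All fold changes below are *bron-2* over wild type on this log2(FPKM + 1) scale, which understates the change of low genes.

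BRON (AT1G75710) lies on the plus strand of chromosome 1 from 28428671 to 28431339 in the TAIR10.1 annotation. It was at 17.9, 16.1 and 17.3 FPKM in wild type replicates 1, 2 and 3 and at 1.25, 0.925 and 1.10 FPKM in *bron-2* replicates 1, 2 and 3. The means were 17.1 ± 0.940 FPKM (SD, n = 3) in the wild type and 1.09 ± 0.163 FPKM (SD, n = 3) in *bron-2*, which is 6.38% of the wild type. The log2 fold change was -3.12 (standard error 0.11, adjusted p = 7.91e-05 from limma with Benjamini-Hochberg adjustment). The groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between -3.17 and -3.06, and with a pseudocount of 0.1 it was -3.86.

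At an unadjusted limma p-value under 0.05, the threshold the authors used with PoissonSeq, 1674 genes differed between the genotypes, where 855 would be called if no gene differed. Of these, 985 were lower in *bron-2* and 689 were higher. At an adjusted p-value under 0.05, 14 genes differed, 9 of them lower and 5 higher in *bron-2*. In all 14 the groups did not overlap. Among all tested genes the groups did not overlap for 2691 genes, or 15.7%, where chance gives 10% for 3 libraries against 3. Deviations from the genotype mean correlated across genes with a mean r of 0.0984 between libraries with the same replicate number. Between different numbers the mean r was -0.0490, which largely follows from the first value, since deviations from a genotype mean sum to 0. By replicate number, r was 0.123, -0.0133 and 0.186 for replicates 1, 2 and 3. Wild type replicate 2 correlated more with *bron-2* replicate 1 (r = 0.118) than with its own number, so a pairing is uncertain. With the replicate number as a block, 2253 genes passed the unadjusted threshold and 16 the adjusted one, and 9 of these 16 were among the 14. The unadjusted count ranged from 1056 to 2298 with each library left out in turn.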

We found that a range of BR-responsive genes identified from our time course profiling was enriched in this mutant, particularly those genes repressed by BL after 15 min and induced by BL after 1 or 2 h in our time course (*p* < 0.001) (Supplementary Data 8). 

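The complete list of genes repressed by BL at 15 min (Supplementary Data 1) holds 191 genes, of which 127 had a mean of at least 1 FPKM in the root tips. Of these, 20 genes (15.7%) were called in *bron-2* at an unadjusted limma p-value under 0.05, compared with 1654 of the other 16980 tested genes (9.74%). The odds ratio was 1.73 (Fisher's exact test, one-sided, p = 0.0221). This test and the random lists below treat genes as independent, which genes measured in the same 6 libraries are not. Among all 10 splits of the libraries into 3 and 3, the odds ratio was as large in 6, the real split included. In 10000 random lists matched on mean expression, 9.72% of the genes were called on average, and the BL list exceeded them (permutation of genes, p = 0.0213). When the random lists were also matched on transcript length, a choice made after the data were seen, they were called at 10.9% and the permutation p-value was 0.0567. The odds ratio was 2.14 (Fisher's exact test, p = 0.000415) with the replicate number as a block and 1.57 (p = 0.0521) after quantile normalization. None of the 127 genes was among those with an adjusted p-value under 0.05, where chance gives 0.104. The spread between libraries of one genotype was larger in this list than in genes of similar expression, with a median SD of 0.238 on the log2 scale compared with 0.153 in matched random lists. The complete lists of genes induced by BL after 1 or 2 h were not analysed here.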

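Among all genes called in *bron-2* at an unadjusted limma p-value under 0.05, 58.8% had lower expression in the mutant. This share was 55.5% after scaling by the median log ratio and 52.9% after quantile normalization. Of the 20 called genes that BL repressed at 15 min, 15 were lower in *bron-2* (75.0%), compared with 970 of the other 1654 called genes (58.6%), a difference that was not significant (Fisher's exact test, two-sided, p = 0.173) but passed 0.05 in 3 of the 6 fits that each left out 1 library and with a mean of at least 5 FPKM. Over the whole list, without regard to calls, 83 of 127 genes (65.4%) were lower. The median log2 fold change of the list was -0.07, and that of the other genes was -0.000626. The shift was not significant in limma's camera test (two-sided, p = 0.153), which allows for the correlation between genes of a list, estimated here at 0.0278. The camera p-value was 0.196 with the replicate number as a block and 0.0131 with the correlation fixed at 0.01. In the overlap lists of Supplementary Data 8, the shares of tested genes that were lower in *bron-2* were 29 of 39 (74.4%) for genes repressed at 15 min, 136 of 197 (69.0%) for genes induced at 1 h and 221 of 285 (77.5%) for genes induced at 2 h. Of the other tested genes of Supplementary Data 8, 63.9%, 63.4% and 60.3% were lower, respectively (Fisher's exact test, two-sided, p = 0.234, 0.144 and 4.96e-08). This test asks whether the share of lower genes differs between a list and the other genes, most of which were lower too. It does not ask whether most genes of a list are lower, as the paper states and as held in all 3 lists. The paper's Chi-squared test was not rerun here. The comparison genes of each list also include genes of the other overlap lists, which can narrow the contrast. These overlap lists were drawn up from the authors' calls on the same 6 libraries, so their shares describe the direction of genes already chosen as changed.

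**Figure D1:**
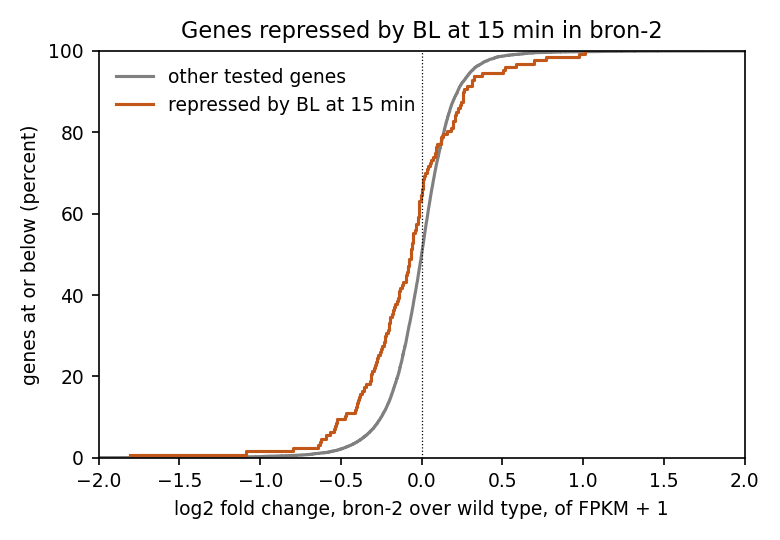
Cumulative distribution of the log2 fold change (horizontal axis, *bron-2* over wild type, FPKM + 1) for the 127 tested genes repressed by BL at 15 min and for the 16980 other tested genes, as the percent of genes at or below each value (vertical axis, values beyond ±2 not drawn). The line of the BL list lies above that of the other genes left of 0, where 65.4% of the list falls, and below it at the largest rises, so the list spreads wider on both sides.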

Further, we found that most of the genes have lower expression in the *bron-2* mutant, suggesting that BRON transcriptionally activates these genes (Supplementary Figure 5, Supplementary Data 8).

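The source data of the paper list 49 cyclins, of which 39 had a mean of at least 1 FPKM in the root tips. Of these, 19 were higher and 20 were lower in *bron-2*, with log2 fold changes from -0.39 (*CYCP3;2*) to 0.42 (*CYCP4;1*). At an unadjusted limma p-value under 0.05, 2 cyclins were called, *CYCP4;1* and *CYCH1;1*, where 1.95 would be called if no cyclin differed. *CYCH1;1* (AT5G27620), which is named here because it was called, had a log2 fold change of -0.27 and an unadjusted limma p-value of 0.0182. No cyclin had an adjusted p-value under 0.05, whether limma's p-values were adjusted over the 39 cyclins, where the smallest was 0.392, or over all tested genes. With the replicate number as a block, *CYCP4;2* and *CYCP3;2* were called besides these, 4 cyclins in all, with a smallest limma p-value adjusted over the list of 0.247. Without the filter on expression the count was also 4, through *CYCA1;2* and *CYCT1;2*, which have a mean under 1 FPKM. The 16 tested A- and B-type cyclins had a median log2 fold change of 0.00274. As a group they did not shift, with a two-sided p-value of 0.954 in limma's camera test. They did not move in one direction, as 6 of 7 A-type cyclins were higher and 7 of 9 B-type cyclins were lower in *bron-2*, with camera p-values of 0.337 and 0.481 for each type alone.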

Given the role of cyclins in regulating cell division^50^, we specifically examined the expression of cyclins in the *bron-2* mutant. 

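*CYCD3;1* (AT4G34160, chromosome 4 from 16357421 to 16359565 in TAIR10.1) was at 6.39 ± 1.07 FPKM (SD, n = 3) in the wild type and 7.43 ± 0.695 FPKM (SD, n = 3) in *bron-2*. Its log2 fold change was 0.20 (standard error 0.13), and the groups overlapped (exact permutation test, two-sided, p = 0.2). The unadjusted limma p-value of *CYCD3;1* was 0.184 without and 0.129 with the replicate number as a block. *CYCP4;1* (AT2G44740, chromosome 2 from 18441828 to 18443405) rose from 35.1 ± 7.19 FPKM (SD, n = 3) to 46.7 ± 1.38 FPKM (SD, n = 3), and all *bron-2* libraries lay above all wild-type libraries. The unadjusted limma p-value of *CYCP4;1* was 0.0201 and the adjusted one 0.412, and the unadjusted p-value was 0.0119 with the block. *CYCP4;2* (AT5G61650, chromosome 5 from 24778191 to 24779989) was at 31.8 ± 6.28 FPKM (SD, n = 3) in the wild type and 38.2 ± 3.87 FPKM (SD, n = 3) in *bron-2*, a log2 fold change of 0.27. Its unadjusted limma p-value was 0.107 without and 0.0190 with the block. *CYCP3;2* (AT3G60550, chromosome 3 from 22379740 to 22380906) was at 30.5 ± 9.50 FPKM (SD, n = 3) in the wild type and 23.4 ± 9.36 FPKM (SD, n = 3) in *bron-2*, with an unadjusted limma p-value of 0.211 without and 0.0149 with the block. *CYCD3;1* and *CYCP4;2* overlap other annotated genes, whose reads could not be told apart in FPKM values. An exact permutation test of a single cyclin cannot go below 0.1 with 3 libraries against 3.

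**Figure D2:**
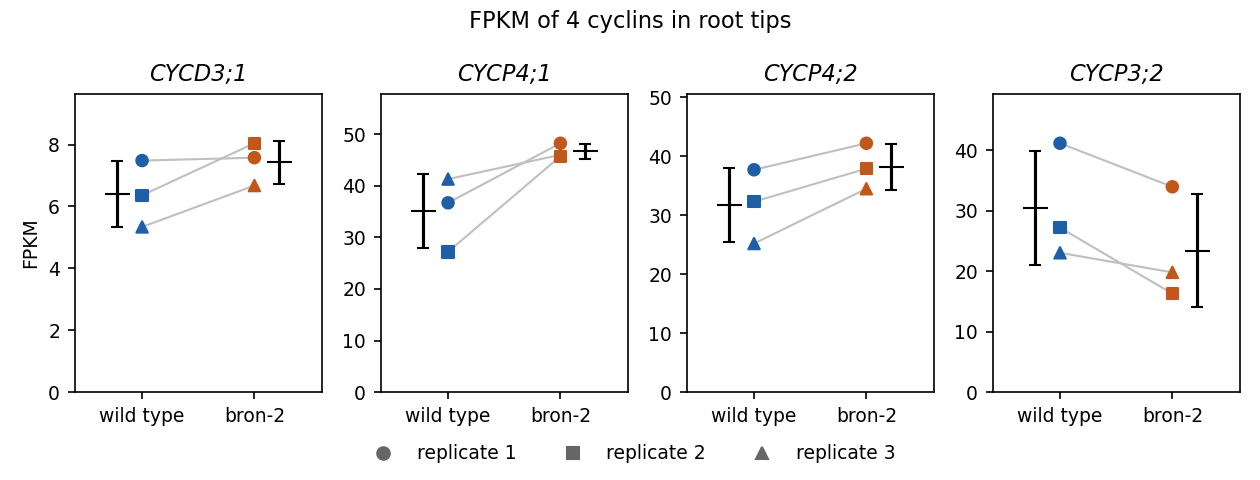
FPKM (vertical axis, starting at 0) of the 4 cyclins in each wild-type and *bron-2* library, with a symbol for each replicate number, grey lines joining libraries of the same number and bars for the mean ± SD of 3 libraries. In each cyclin all 3 same-numbered pairs differ in the same direction, while the groups overlap except for *CYCP4;1*.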

We found that four cyclins are DE in the *bron-2* mutant: three are repressed by BRON (*CYCD3;1, CYCP4;1, CYCP4;2)*, whereas one is induced by BRON (*CYCP3;2*). Further, two of these cyclins, *CYCD3;1*, and *CYCP4;1*, are significantly induced by BL at 4 and 8 h after treatment Supplementary Figure 6). Importantly, it has been shown that *CYCD3;1* is induced by BL and contributes to BL-regulated cell division^21,22^. We also examined the cell-type-specific expression of *CYCD3;1*, *CYCP4;1*, and *BRON* in the root stem cells and mature root cells^35,51^, and we found key differences in where *CYCD3;1* and *CYCP4;1* are co-expressed with BRON. For example, *CYCP4;1* is co-expressed with *BRON* only in the QC. In contrast, *BRON* and *CYCD3;1* are co-expressed in the Epidermis/Lateral Root Cap (Epi/LRC) initials and the mature columella (Supplementary Figure 6). These results suggest that BR induces the expression of *CYCD3;1* and *CYCP4;1*, and therefore cell division, through the repression of *BRON*.

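Between libraries with the same replicate number, *CYCD3;1* differed by 0.02, 0.30 and 0.28 on the log2(FPKM + 1) scale for replicates 1, 2 and 3, and *CYCP4;1* by 0.39, 0.73 and 0.15, each higher in *bron-2*. With each library left out in turn, the log2 fold change stayed between 0.09 and 0.30 for *CYCD3;1* and between 0.25 and 0.55 for *CYCP4;1*. The unadjusted limma p-value of *CYCP4;1* was 0.0567 without *bron-2* replicate 1 and under 0.05 in the other fits, and that of *CYCD3;1* was at least 0.0557 in all of them. The paper proposes that BR raises the expression of these cyclins, and with it cell division, by repressing BRON. It draws on the higher expression of both cyclins in *bron-2* and on their induction in the BL time course. It also cites root cell types where each cyclin is expressed together with BRON, the extra cell divisions of *bron* mutants, and earlier work on *CYCD3;1*. The time course was not analysed here.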

Our GRN predicts several kinases and TFs as putative upstream regulators of BRON (Fig. 4a). These putative regulators are also responsive to BL in our time course (Supplementary Data 1–3), suggesting that they may be a part of the BR-BRON-CYCLIN signaling cascade. Thus, we measured *BRON* expression via RT-qPCR in mutant lines for six of these putative regulators: BRI1-ASSOCIATED RECEPTOR KINASE (BAK1), SNF1 KINASE HOMOLOG 10 (KIN10), ATMAP4K ALPHA1 (MAP4Kα1), MAP KINASE 6 (MPK6), TRANSMEMBRANE KINASE 1 (TMK1), and VASCULAR-RELATED DOF2 (VDOF2). We found that *BRON* is significantly induced in *bak1-4* and *mpk6-4* mutants and significantly repressed in *map4ka1, tmk1-1*, and *vdof2* mutants. These results suggest that BAK1 and MPK6 repress *BRON*, whereas MAP4Kα1, TMK1, and VDOF2 activate *BRON* (Fig. 5a, Supplementary Table 3).

**Fig. 5:**
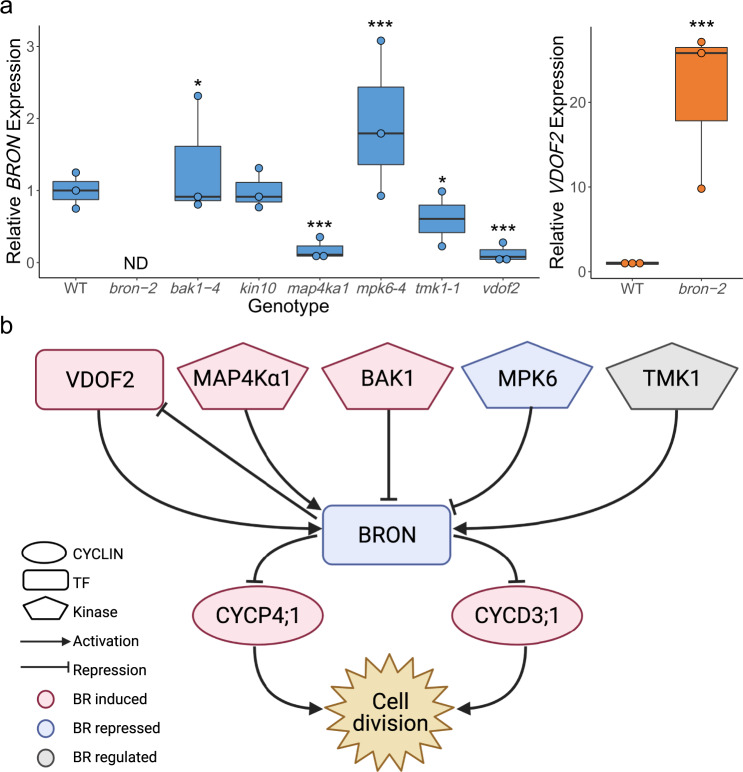
BRON regulates cell division in response to BR. **a** RT-qPCR of *BRON* (left, blue) and *VDOF2* (right, orange) in mutant lines. Reported values are 2^−ΔΔCΤ^. Centerline represents the median; box bounds represent 25th and 75th percentiles; whiskers represent minimum and maximum. Colored dots represent the average of two technical replicates for each biological replicate (*n* = 3 except for *tmk1-1*, where *n* = 3 were assayed but *BRON* was detected in only *n* = 2). ND: not detected. * denotes *p* < 0.05, *** *p* < 0.0001 using two-tailed *z* test compared with mean and standard deviation of WT. Multiple testing correction was not performed. **b** Proposed model for the role of BRON in BR response. The BR-responsive kinases MAP4Kα1, BAK1, MPK6, and TMK1 regulate *BRON*. In addition, BRON and VDOF2 regulate each other in a negative feedback loop. The coordination of these upstream regulators results in the repression of *BRON* after BL treatment. This repression of *BRON* lifts its repression on the cyclins *CYCD3;1* and *CYCP4;*1, leading to BR-induced cell division.

Another prediction in our GRN is the feedback loop between BRON and VDOF2 (Fig. 4a). Feedback loops are one of the developmentally important motifs that we used to calculate the NMS, which is how we chose BRON as a putative regulator of BR response. Accordingly, we also measured *VDOF2* expression via RT-qPCR in *bron-1* and *bron-2* mutants and found that both mutants have significantly higher levels of *VDOF2* (Fig. 5a, Supplementary Figure 5, Supplementary Table 3). This suggests that BRON represses *VDOF2*, forming a negative feedback loop between these two components of the signaling pathway.

Taken together, these results validated our GRN-predicted upstream regulators and informed us about downstream targets of BRON (Fig. 5b). In our network, *BRON* is coordinately regulated by the BR-responsive kinases BAK1, MAP4Kα1, MPK6, and TMK1 as well as the BR-induced TF VDOF2. In addition, BRON represses *VDOF2*, forming a negative feedback loop. The net effect of this regulation is the BR-modulated repression of *BRON*. This lifts the repression on *CYCD3;1* and *CYCP4;1* by BRON, allowing for BR-induced cell divisions in the *Arabidopsis* root.

## Discussion

Here, we used a systems biology approach to unravel the temporal response to BR in *Arabidopsis*. By generating and integrating omics data sets, we were able to quantify how transcript, protein, and phosphorylation levels change in response to BR over time. We found that most of the (phospho)protein response occurs in the earlier timepoints (before 1 h), whereas there are sets of early- and late-responsive transcripts (Fig. 1). This suggested that BR first triggers the phosphorylation of TFs, which then go on to regulate transcripts at later timepoints. Our predictive network reconstructed using SC-ION corroborated this hypothesis, illustrating how BR-responsive kinase signaling leads to phosphorylation of TFs and downstream transcriptional regulation (Fig. 3). Further, our timepoint-specific networks allow us to predict which regulations occur early and late in BR response (Fig. 2).

One well-known example of BR response involves the TFs BES1 and BZR1, which are dephosphorylated in response to BR, allowing them to move to the nucleus and transcriptionally regulate downstream genes. It is well-established that the GSK3 kinase BIN2 phosphorylates BES1 and BZR1 negatively regulate their functions through the promotion of cytoplasmic retention, inhibition of DNA binding, and protein degradation of BES1 and BZR1^1^. Although there are >20 predicted sites, the exact BIN2 phosphorylation sites on BES1 are not functionally characterized. Through our omics profiling and network analysis, we predicted that S179 and S180 in BES1 are potentially phosphorylated by BIN2. Further mutational analysis indicated that the phosphorylation of the two sites contributed to BES1 phosphorylation by BIN2 and are important for BES1 activity. Our study, therefore, identified two key BIN2 phosphorylation sites that negatively regulate BES1 activity and hence BR signaling (Supplementary Figure 1).

We further used our network to predict novel roles for the TFs ANL2 and BRON in BR response (Figs. 4 and 5, Supplementary Figure 4). We found that mutants of both TFs are hypersensitive to BL treatment, but only *bron* mutants display excessive cell divisions. Given *anl2’s* hypersensitivity to BL, it would be interesting to investigate its role in BR response in the future, given that it likely has a different role than BRON. We additionally found a significant overlap between genes DE in the *bron-2* mutant and genes induced or repressed by BR. 

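Of the 50 genes in the overlap of Supplementary Data 8 that BL repressed at 15 min, 39 had a mean of at least 1 FPKM. The 29 of these 39 with lower expression in *bron-2* had log2 fold changes down to -1.81 with a median of -0.41. The groups did not overlap in 14 of these 29 genes (48.3%), where chance gives 10%, although the genes had been chosen by the authors' calls on the same libraries. At an unadjusted limma p-value under 0.05, 14 were lower and 4 genes of the overlap were higher, and the smallest adjusted p-value was 0.186. The gene with the largest fall was AT1G13480, with 8.51, 11.9 and 4.01 FPKM in wild type replicates 1, 2 and 3 and 1.39, 1.75 and 1.19 FPKM in *bron-2* replicates 1, 2 and 3.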

Specifically, we observed a significant overlap in disease resistance, drought response, and stress response genes which were repressed by BL 15 min after treatment and repressed in the *bron* mutant (Supplementary Figure 5, Supplementary Table 4, Supplementary Data 9). Crosstalk between BR and drought response is well-known and involves other TFs such as WRKY46/54/70, RD26, and TINY^33,52–54^, but the temporal aspects of this signaling have not been previously examined. Our observation that these genes are regulated by BLs as early as 15 min after treatment suggests that inhibition of stress responses quickly follows activation of the BR pathway.

We found that cyclin genes, specifically *CYCD3;1* and *CYCP4;1*, are induced by BL and repressed by BRON, suggesting that BR induces these cyclins through its repression of BRON (Fig. 5c). These results are supported by multiple studies which elucidate the role of CYCD3;1 in BR-induced cell division^21,22^ and describe how BR specifically induces QC division in the root^22–24^. 

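Over the 6 root tip libraries, log2(FPKM + 1) of *CYCP4;1* and of *CYCD3;1* correlated with a Pearson r of 0.315 (exact permutation test, two-sided, p = 0.511) and a Spearman rho of 0.486 (exact permutation p = 0.356), and the adjusted p-value was 0.511 for both. Without the 2 libraries farthest from the median of *CYCD3;1*, r was 0.584. When each library's deviation from the mean of its genotype was used in place of its value, r was -0.242, so the positive r rests on the difference between the genotypes.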

Although *CYCP4;1* has not been directly implicated in BR response, its co-expression with *CYCD3;1* in both the *bron* mutant and BL time course suggests that it may have a similar function as CYCD3;1 in the *Arabidopsis* root. Further, by mining cell-type-specific transcriptomic data sets^35,51^, we gained insight into the cell types in which these cyclins are active. We found that *CYCP4;1* and *BRON* are specifically co-expressed in the QC, suggesting that BRON may repress QC division through CYCP4;1. In contrast, *CYCD3;1* and *BRON* are co-expressed in the Epi/LRC stem cell initials as well as the mature columella. We found that *bron-2* mutants have excessive columella divisions (Fig. 4e), suggesting that perhaps BRON represses cell division in the columella and lateral root cap through CYCD3;1. It would be of interest in the future to unravel BRON’s cell-type-specific repression of cell division in response to BR.

In addition to identifying putative downstream targets of BRON, we also validated our GRN prediction that BAK1, MAP4Kα1, MPK6, TMK1, and VDOF2 regulate *BRON* (Fig. 5). Our network predicts that the kinases in this list may phosphorylate the TF bZIP69 (AT1G06070), which putatively regulates *BRON*. Although we conclude that these kinases do regulate *BRON* expression, it is unclear whether this regulation is direct or indirect. In addition, we showed that all of these regulators are BR-responsive in our time course data set. Some of these regulators already have documented roles in BR response, such as BAK1, which is a key component of the early BR response pathway^7,8^. It has been shown that BES1 is a direct substrate of MPK6^55^, and recent results suggest that MPK6 has an important role in BR-autophagy crosstalk^56^. It has also been shown that VDOF2 overexpression lines have higher levels of BR-related transcripts and enrichment of BR-related GO terms^57^. An interesting component of this regulatory network is the negative feedback loop between BRON and VDOF2 (Fig. 5b). *VDOF2* is induced by BL in our time course, and our RT-qPCR results suggest that VDOF2 activates *BRON*. However, our time course also shows that BL represses *BRON*. Based on our results, the repression of *VDOF2* by BRON likely overcomes its activation, resulting in net repression of *BRON* by BL. Future work could investigate the coordinated regulation of *BRON* by this suite of upstream regulators and the resulting effect on BR-induced cell division.

Taken together, our temporal, integrative omics data set, kinase signaling, and TF-centered networks can be used as a resource to identify additional genes like BRON, which are implicated in BR response in *Arabidopsis*.

## Methods

### Plant materials and growth conditions

The *Arabidopsis* accession Columbia-0 was used as the wild-type control in all experiments. The T-DNA insertion mutants *tcx2-2* (SAIL_808_H08), *tcx2-3* (SALK_021952)*, anl2-2* (SALK_000196C)*, anl2-3* (SAIL_418_C10), *kin10* (SALK_127939C)*, mpk6-4* (SALK_062471C), and *tmk1-1* (SALK_016360) were described previously^35,58–60^. The *bes1-D* and *bri1-301* mutants were also described previously^4,12,23,61^. The T-DNA insertion mutants *at1g75710/bron-1* (SALK_048268), *at1g75710/bron-2* (SALK_046220C), *bak1-4* (SALK_116202C)*, map4ka1* (SALK_033601C), and *vdof2* (SALK_130584) were obtained from the Arabidopsis Biological Resource Center (ABRC: https://abrc.osu.edu/).

For the BL time-series profiling experiments, WT seeds were sterilized with 70% EtOH + 0.1% Triton for 15 min, washed with 100% EtOH three times, and plated on 1/2 LS plates with 1% sucrose and 1000 nM BRZ with nylon mesh overlaid on top of the agar. After 3 days of stratification at 4 °C, the plates were placed under continuous light at 22 °C for 7 days. BL treatments were performed by transferring the seedlings on the nylon mesh to 1/2 LS liquid medium with either 1 µM BL or dimethyl sulfoxide (DMSO) for 15 min, 30 min, 1 h, 2 h, 4 h, or 8 h. Four biological replicates were collected for BL- and mock-treated samples at each time point (48 samples total). Samples were blotted dry with Kimwipes, flash-frozen in liquid nitrogen, and ground for 15 min under liquid nitrogen using a mortar and pestle.

For the *bron-2* RNAseq experiment, seeds were wet sterilized using 50% bleach, 10% Tween, and water and stratified at 4 °C for 2 days. Seeds were plated on 1× MS, 1% sucrose plates with Nitex mesh, and grown under long-day conditions (16 h light/8 h dark) at 22 °C for 5 days. Three biological replicates of 10 plates each were collected in RLT buffer, and RNA extraction was immediately performed.

For RT-qPCR experiments, seeds were wet sterilized using 20% bleach and stratified at 4 °C for 2 days. Seeds were plated on nylon mesh on 1/2× LS, 1% sucrose plates supplemented with 1000 nM BRZ, and grown under long-day conditions at 22 °C for 7 days. The seedlings on the mesh were then transferred to agar plates containing 1/2× LS, 1% sucrose for 4 h to simulate mock conditions. Three biological replicates of 2 plates each were collected and flash-frozen in liquid nitrogen prior to RNA extraction.

### Antibodies

The anti-BES1 antibody was generated in ref. ^14^ and used at a dilution of 1:5000. The anti-FLAG antibody was obtained from Sigma-Aldrich (Cat #F7425, RRID: AB_439687) and used at a dilution of 1:1500. The anti-GFP antibody was generated in ref. ^62^ and used at a dilution of 1:1000.

### BES1 western blot

To monitor BES1 protein levels and phosphorylation status, BL treatment was performed as described above. Approximately 100 mg of ground tissue powder was resuspended directly in 300 μL 2× SDS sample buffer (100 mM Tris-Cl, pH 6.8, 4% (w/v) sodium dodecyl sulfate, 0.2% (w/v) bromophenol blue, 20% (v/v) glycerol and 200 mM dithiothreitol) before sodium dodecyl sulphate–polyacrylamide gel electrophoresis (SDS-PAGE) and western blotting using anti-BES1 antibody at a dilution of 1:5000^14^.

### RNA sequencing and data analysis

For the BR timecourse, total RNA was extracted using Zymo Direct-zol kit (Zymo Research). RNA concentration was measured with Qubit RNA HS assays (ThermoFisher #Q10213) and integrity checked with AATI Fragment Analyzer with Standard Sensitivity RNA Analysis Kit (DNF-489-0500). Approximately 500 ng of RNA was used for library construction via the QuantSeq 3′ mRNA-Seq Library Prep FWD Kit for Illumina. Sequencing was performed on a HiSeq 3000 with 50 bp single-end reads. Raw sequencing data are deposited at the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE147589). Reads were mapped to the TAIR10 genome using the STAR aligner^63^. Differential expression between BL-treated and mock seedlings at each time point was performed using PoissonSeq^64^ using a *q* value cutoff of 0.05 and a fold-change cutoff of 1.25.

For *bron-2* transcriptional profiling, total RNA was isolated from ~2 mm of 5-day-old Col-0 and *bron-2* root tips using the RNeasy Micro Kit (Qiagen). cDNA synthesis and amplification were performed using the NEBNext Ultra II RNA Library Prep Kit for Illumina. Libraries were sequenced on an Illumina HiSeq 2500 with 100 bp single-end reads. Reads were mapped to the TAIR10 genome using Cufflinks^65^. Differential expression was performed using PoissonSeq with a *p* value cutoff of 0.05. 

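Of the genes called by the authors in *bron-2*, 2000 with p-values up to 0.0338 were read from Supplementary Data 7, while the weaker calls were not used here, and 1802 of them had a mean of at least 1 FPKM and were tested here. Of these 1802 genes, 1085 (60.2%) also had an unadjusted limma p-value under 0.05, and 1793 changed in the direction that the paper reports. Both comparisons use the same 6 libraries, so a shared direction follows from how the genes were chosen and is no independent support. In the paper's own table, 37 of the 2000 genes have a false discovery rate under 0.05, and 1274 of the 1990 genes with a readable fold change (64.0%) are lower in *bron-2*.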

Raw sequencing data are deposited at the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157000).

### Protein extraction and digestion

The proteomics experiments were carried out based on established methods^28,29,31^. Protein was extracted from aliquots of the tissue used for transcriptome profiling and digested into peptides with trypsin and LysC using the phenol-FASP method detailed in^28,31^. The resulting peptides were desalted using 50 mg Sep-Pak C18 cartridges (Waters), dried using a vacuum centrifuge (Thermo), and resuspended in 0.1% formic acid. Peptide amount was quantified using the Pierce BCA Protein assay kit.

### TMT labeling

The TMT-labeling strategy used in this experiment is provided in Supplementary Table 5. In all, 45 µg of peptides were taken from each individual sample, pooled, and then split into two pooled references. TMT10plex^TM^ label reagents (ThermoFisher, Lot #UD280154) were used to label 200 µg of peptides, from each sample or pooled reference, at a TMT:peptide ratio of 0.2:1^31^. After 2 h incubation at room temperature, the labeling reaction was quenched with hydroxylamine. Next, the ten samples were mixed together, an aliquot of 75 μg of peptides was reserved for protein abundance profiling, and the remaining peptides were used for phosphopeptide enrichment and stored at −80 °C. Labeling efficiency was checked by performing a 60-minute 1D run on 200 ng of TMT-labeled peptides. All samples had labeling efficiencies ≥94.7% (Supplementary Table 5).

### Phosphopeptide enrichment

The TMT-labeled phosphopeptides were first enriched using the High-Select TiO_2_ Phosphopeptide Enrichment Kit (Thermo) using the manufacturer’s protocol. The High-Select Fe-NTA Phosphopeptide Enrichment Kit (Thermo) was then used on the flowthrough from the TiO_2_ enrichment to enrich additional phosphopeptides. The manufacturer’s protocol for the Fe-NTA kit was used except the final eluate was resuspended with 50 μL 0.1% formic acid. The eluates from the TiO_2_ and Fe-NTA enrichments were combined and stored at −80 °C until analysis by LC-MS/MS.

### LC-MS/MS

An Agilent 1260 quaternary HPLC was used to deliver a flow rate of ~600 nL min^−1^ via a splitter. All columns were packed in-house using a Next Advance pressure cell, and the nanospray tips were fabricated using a fused silica capillary that was pulled to a sharp tip using a laser puller (Sutter P-2000). In all, 25 μg of TMT-labeled peptides (non-modified proteome), or ~10 μg TiO_2_-enriched peptides (phosphoproteome), were loaded onto 20 cm capillary columns packed with 5 μM Zorbax SB-C18 (Agilent), which was connected using a zero dead volume 1 μm filter (Upchurch, M548) to a 5 cm long strong cation exchange (SCX) column packed with 5 μm PolySulfoethyl. The SCX column was then connected to a 20 cm nanospray tip packed with 2.5 μM C18 (Waters). The three sections were joined and mounted on a Nanospray Flex ion source (Thermo) for online nested peptide elution. A new set of columns was used for every sample. Peptides were eluted from the loading column onto the SCX column using a 0 to 80% acetonitrile gradient over 60 min. Peptides were then fractionated from the SCX column using a series of 18 and 6 salt steps (ammonium acetate) for the non-modified proteome and phosphoproteome analysis, respectively. For these analyses, buffers A (99.9% H_2_O, 0.1% formic acid), B (99.9% ACN, 0.1% formic acid), C (100 mM ammonium acetate, 2% formic acid), and D (2 M ammonium acetate, 2% formic acid) were utilized. For each salt step, a 150-minute gradient program comprised of a 0–5 min increase to the specified ammonium acetate concentration, 5–10 min hold, 10–14 min at 100% buffer A, 15–120 min 10–35% buffer B, 120–140 min 35–80% buffer B, 140–145 min 80% buffer B, and 145–150 min buffer A was employed.

Eluted peptides were analyzed using a Thermo Scientific Q-Exactive Plus high-resolution quadrupole Orbitrap mass spectrometer, which was directly coupled to the high-performance liquid chromatography (HPLC). The data-dependent acquisition was obtained using Xcalibur 4.0 software in positive ion mode with a spray voltage of 2.10 kV and a capillary temperature of 275 °C and an RF of 60. MS1 spectra were measured at a resolution of 70,000, an automatic gain control (AGC) of 3e6 with a maximum ion time of 100 ms and a mass range of 400–2000 m/z. Up to 15 MS2 were triggered at a resolution of 35,000 with a fixed first mass of 120 m/z for phosphoproteome and 115 m/z for proteome. An AGC of 1e5 with a maximum ion time of 50 ms, an isolation window of 1.3 m/z, and normalized collision energy of 33. Charge exclusion was set to unassigned, 1, 5–8, and >8. MS1 that triggered MS2 scans were dynamically excluded for 45 or 25 s for phospho- and non-modified proteomes, respectively.

### Proteomics data analysis

The raw data were analyzed using MaxQuant version 1.6.7.0^66^. Spectra were searched, using the Andromeda search engine in MaxQuant^67^ against the Tair10 proteome file entitled “TAIR10_pep_20101214” that was downloaded from the TAIR website (https://www.arabidopsis.org/download_files/Proteins/TAIR10_protein_lists/TAIR10_pep_20101214) and was complemented with reverse decoy sequences and common contaminants by MaxQuant. Carbamidomethyl cysteine was set as a fixed modification while methionine oxidation and protein N-terminal acetylation were set as variable modifications. The phosphoproteome “Phospho STY” was also set as a variable modification. The sample type was set to “Reporter Ion MS2” with “10plex TMT selected for both lysine and N-termini”. TMT batch-specific correction factors were configured in the MaxQuant modifications tab (TMT Lot UD280154). Digestion parameters were set to “specific” and “Trypsin/P;LysC”. Up to two missed cleavages were allowed. A false discovery rate, calculated in MaxQuant using a target-decoy strategy^68^, less than 0.01 at both the peptide spectral match and protein identification level was required. The “second peptide” option to identify co-fragmented peptides was not used. The match between runs feature of MaxQuant was not utilized. Raw proteomics data have been deposited on MassIVEand can be accessed at the link ftp://massive.ucsd.edu/MSV000085606/

Statistical analysis was performed using TMT-NEAT Analysis Pipeline version 1.4 (10.5281/zenodo.5237316). This pipeline takes the “proteinGroups” (protein abundance) or “Phospho(STY)Sites” (phosphoproteome) tables output from MaxQuant as well as a metadata file detailing the TMT-labeling scheme and sample information as input. Example input files are provided in the GitHub repository. First, the MaxQuant output table is trimmed to only include the needed information for statistical analysis, and the columns are re-labeled using the provided sample information. Contaminants are removed at this stage. Next, data are normalized using the sample loading normalization and internal reference normalization methods such that samples can be compared across runs^32^. Quantitative plots such as boxplots, hierarchical clustering, and principal components analysis are provided for quality control. Finally, statistical analysis is performed using PoissonSeq^64^, and histograms of *p-* or *q* value distributions are generated. Proteins and phosphosites were categorized as differentially accumulating between the mock and BL-treated samples at each time point if they had a *p* value <0.05 and fold-change >1.1.

### GO analyses

GO analysis on the DE transcripts, protein, and phosphoproteins were performed using PANTHER^69^. Genes were separated depending on whether they were induced or repressed by BL in early (1 h or prior) or late (after 1 h) time points. Biological process GO terms were considered significantly enriched if they had a corrected *p* value ≤0.05 (Supplementary Data 4).

### GRN inference and validation

TF-centered GRNs were inferred using SC-ION version 2.1 (10.5281/zenodo.5237310). SC-ION builds on the RTP-STAR pipeline^35,36^ by incorporating DTW and ICA clustering^38,39^ and integration of different data types. SC-ION uses an adapted version of GENIE3^37^, which allows for the separate regulator and target data matrices^34^. This allows the user, for example, to use protein abundance data for regulators (TFs) and transcript data for targets (all genes). SC-ION takes regulator and target lists and regulator and target data matrices as input. In addition, SC-ION takes a clustering data matrix, which can be different from the regulator and target data matrices. This allows the user to cluster genes based on different data types. A version of SC-ION without this clustering step is also available. SC-ION outputs a table of the predicted regulations as well as a weight for each edge, where a higher weight indicates higher confidence in that inferred edge^37^. This table can be imported into software such as Cytoscape^70^ for network visualization. Test input files for SC-ION are provided on GitHub.

Two TF-centered networks were inferred (Supplementary Figure 7). In the first network, TF protein abundance (when quantified) or TF transcript abundance (when cognate protein was not quantified) was used as the “regulator” value to infer their “target” genes’ transcript abundance. In the second phosphosite network, we inferred the transcript levels of “target” genes using TF phosphosite intensities as “regulators.” In both the networks, only the regulators and targets DE at each time point were used in these individual subnetworks. Next, the clustering matrix was constructed by combining the “regulator” (TF abundance) and “target” (transcript levels) data so that genes were clustered based on the protein/phosphosite levels of the regulators and transcript levels of the targets. So, for example, TF protein abundance is clustered with the transcript abundance of its potential target genes. Clustering was then performed using the DTW method given the temporal nature of our data. After clustering, six subnetworks were inferred for each TF-centered network, where each subnetwork represents the regulations predicted to happen using only one timepoint (15 min, 30 min, 1 h, 2 h, 4 h, 8 h). This allows us to denote which regulations are predicted to happen early or late in BR response. Further, TFs are only predicted to regulate transcripts in their same cluster. This allows the clustering to inform the network prediction by reducing the possible number of edges. The six subnetworks were combined in a union in Cytoscape to form the final abundance and phosphosite networks. Cytoscape was also used to create the merged abundance, phosphosite, and kinase-signaling networks (Supplementary Data 5).

We have previously used the Normalized Motif Score (NMS) to predict biologically important genes in GRNs from *Arabidopsis*^35,36^. Four different motifs were used to calculate the NMS for the merged abundance and phosphosite networks separately: feed-forward loops, feedback loops, diamond motifs, and bi-fan motifs. First, the number of times a gene appeared in each motif was counted using the NetMatchStar app^71^ in Cytoscape. Then, the counts were normalized to a scale from 0 to 1 and summed to calculate the NMS for each gene.

The kinase-signaling regulatory network was inferred using a previously reported correlation-based approach^40^. Kinases with phosphosites in the activation loop, also called p-loop, the domain that was DE in response to BL were used as the potential regulators. All genes with phosphosites that were DE in response to BL were used as the potential targets. We used phosphosite intensity rather than abundance for the regulators as it has been shown that phosphosite intensity has greater predictive power^40^ (Supplementary Figure 2). Pearson and Spearman correlations were calculated for each regulator-target pair, and edges were kept for those pairs with Pearson correlation ≥0.5 or Spearman correlation ≥0.6 (Supplementary Figure 7).

Activation loop domains, also called p-loop domains, in protein kinases, were identified using a modified version of the pipeline described in^56^ as follows. All 35,386 protein sequences available in the TAIR10 annotation were searched for kinase domains using The National Center for Biotechnology Information batch conserved domain search tool^72^. From this list of 1522 proteins with identified kinase domains, 878 were also annotated with activation loop (p-loop) coordinates by the search tool. The kinase domains of proteins lacking the p-loop coordinates were aligned using MAFFT^73^. The resulting alignment was manually searched for the well-conserved p-loop beginning and end motifs. An extra 482 p-loop coordinates were obtained, for a total of 1360 protein kinases with p-loop coordinates.

Targets in the first-neighbor BES1 subnetwork (Fig. 3) were validated using a list of targets shown to be bound by BES1 or its homolog BZR1 in various ChIP studies^13–15^. The results of this validation are reported in Supplementary Table 1.

Supplementary Figure 2 For more details on the GRN inference methodology, please see Supplementary Methods.

### Mutant BES1 cloning and protein level detection

The two Serine (S179 and S180) to Alanine mutations were introduced by two-step PCR using the primers provided in Supplementary Table 6. Two BES1 fragments were generated and combined to form the full-length mutant BES1. The full-length mutant BES1 was then cloned to *Pro35S:FLAG* vector to generate *Pro35S:BES1*^*S2A*^*-FLAG*. *Pro35S:BES1-FLAG* was subcloned from *Pro35S:BES1-GFP*^12^.

The in vitro kinase assay was based on ref. ^74^. Specifically, 0.2 µg of GST-BIN2 and 2 µg of MBP-BES1 or MBP-BES1^S2A^ were used in 20 µl reactions, and the reactions were stopped by adding an equal volume of 2× SDS buffer at different time points (5 min, 10 min, 20 min, 30 min, 60 min) to observe the phosphorylation dynamics. The in vitro kinase reactions were then resolved on 8% SDS-PAGE incorporated with phostag reagent. The phostag gel was made following the manufacturer’s instructions (AAL-107, http://www.Phos-tag.com). SYPRO Ruby protein gel stain was used to stain the gel following the manufacturer’s instructions (Invitrogen). The quantification of BES1-P/BES1 ratio and BES1^S2A^-P/BES1^S2A^ ratio was performed in ImageJ.

For transient expression in *Nicotiana benthamiana*, agrobacterium containing *Pro35S:BES1-FLAG* or *Pro35S:BES1*^*S2A*^*-FLAG* was infiltrated to mature *N. benthamiana* leaves. Agrobacterium containing *Pro35S:YFP-BIN2* was used for co-expression. Leaf discs were collected 24 h after infiltration and flash frozen in liquid nitrogen. The samples were ground in 2× SDS buffer and resolved on SDS-PAGE. Anti-Flag antibody at a dilution of 1:1500 was used for western blotting.

### BR phenotyping methods

BL phenotyping was carried out as based on^75^ as follows. Seeds were sterilized for 4 h in a Nalgene Acrylic Desiccator Cabinet (Fisher Scientific, 08-642-22) by mixing 200 mL bleach (8.25% sodium hypochlorite) with 8 mL concentrated hydrochloric acid to generate chlorine gas. Seeds were then resuspended using 0.1% agarose solution for plating. Control (BL0; DMSO solvent only) or BL100-treated (100 nM Brassinolide; BL, Wako chemicals) were plated on ½ LS plates supplemented with 1% (w/v) sucrose. After seeds were plated, the plates were sealed with breathable tape (3 M Micropore) and placed in the dark at 4 °C for 5 days for stratification. Plants were grown for 7 days at 22 °C under continuous light. Plates were imaged with an Epson Perfection V600 Flatbed Photo scanner at a resolution of 1200 DPI and root length was then measured in ImageJ.

### *bron* root phenotyping

Confocal imaging was performed on a Zeiss LSM 710. Cell walls were counterstained using propidium iodide. The number of meristematic cells and cell divisions were manually counted.

### RT-qPCR

Total RNA was isolated 1 cm of 7-day-old root tips using the Zymo Direct-zol kit (Zymo Research). RT-qPCR was performed with SYBR green (Invitrogen) using a CFX96 Real-Time PCR System (BioRad) with 40 cycles. Data were analyzed using the 2^−∆∆CΤ^ (C_Τ_: cycle threshold) method and normalized to the expression of the reference gene AT4G34270^76^. RT-qPCR was performed on two technical replicates of three independent RNA samples (biological replicates). C_Τ_ values were normalized between runs based on the average C_Τ_ values for the reference gene in the WT samples. Primers used for qPCR are provided in Supplementary Table 6. A melt curve was performed all on primer pairs to confirm gene-product specificity.

### Statistics

A generalized mixed linear model with penalized quasi-likelihood (glmmPQL in R) was used to determine the genotype × treatment interaction *p* values for the BL phenotyping experiment. In this model, the genotype and treatment effects were considered fixed, and the experiment date and plate number were considered random effects with a Gaussian error distribution. Hypergeometric and/or Chi-squared tests were used for test for enrichment in the RNAseq DE gene lists. For *bron* mutant root phenotyping, a two-tailed Wilcoxon test was used for statistical significance as some of the data did not follow a normal distribution. For RT-qPCR, a *z* test was used to compare each sample to the mean and standard deviation of the expression of the gene in WT. Hypergeometric testing was performed in R using the phyper function. Chi-squared, Wilcoxon, and *z* tests were performed using JMP Pro 15 (jmp.com). To select *p-* and *q* value cutoffs for the large-scale omics experiments, we used the distribution of *p-* and *q* values generated from the statistical tests based on refs. ^77,78^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

## Data Availability

Raw sequencing data are deposited at the Gene Expression Omnibus with accession numbers GSE147589 and GSE15700. Raw proteomics data have been deposited on MassIVE with accession number MSV000085606. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Integrated omics networks reveal the temporal signaling events of brassinosteroid response in Arabidopsis
**Source:** Nat Commun. 2021 Oct 6;12:5858. doi: 10.1038/s41467-021-26165-3
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Supplementary Methods**

The Spatiotemporal Clustering and Inference of Omics Networks (SC-ION) pipeline is based on several previously described computational methods. We describe those methods here.

#### **Regression Tree Pipeline for Spatial, Temporal, and Replicate Data (RTP-STAR)<sup>1</sup>**

RTP-STAR was developed to infer dynamic Gene Regulatory Networks (GRNs) from steady-state, spatial transcriptomic data. It is a MATLAB-based pipeline and is available on GitHub: <https://github.com/nmclark2/RTP-STAR>. There are three main components of this pipeline. The first is clustering co-expressed transcripts as it has been shown that clustering improves the overall precision of the inferred network<sup>2</sup>. The second is network inference using a regression-tree based method named GENE Network Inference with Ensemble of trees 3 (GENIE3)<sup>3</sup>. This network inference is performed on each individual cluster to generate one network per cluster. The individual networks can then be merged using their hub genes (genes with the highest out degree). The third and final component is the inference of the sign of the edge (activation or repression) using the first order Markov method<sup>2</sup>. This third component is the only part of RTP-STAR that requires time course data. When implementing SC-ION, we kept the clustering of co-expressed gene products, but allowed the choice of either Dynamic Time Warping (DTW)<sup>4</sup> or Independent Component Analysis (ICA)<sup>5</sup> clustering depending on the type of data. We also allowed for the option of network inference without the clustering step, or for the user to input their own pre-determined list of clusters. We continue to infer GRNs using GENIE3. However, we have not implemented the first order Markov method for edge sign determination into SC-ION at this time. Finally, we have implemented SC-ION in the R language.

#### **GENE Network Inference with Ensemble of trees 3 (GENIE3)<sup>3</sup>**

GENIE3 is a regression tree-based network inference pipeline that is implemented in many computational languages, including MATLAB and R. Our SC-ION pipeline uses the R implementation of GENIE3. Regression tree inference methods treat network inference as a feature selection problem where the expression of a gene of interest can be modeled as a function of the expression of all of the other genes in the network. The best fitting model, or network, will minimize the error between the predicted gene expression value and the experimentally measured value. Analytically computing every

possible model would be computationally expensive: thus, GENIE3 uses some methods to reduce the computational cost while maintaining the precision of the network inference. The first is the use of bootstrapping for feature selection: rather than considering all of the genes, GENIE3 considers a randomly selected subset. The second is the use of tree-based ensemble methods for network generation: by generating many networks from these bootstrapped gene sets, one can average the networks to obtain the best-fitting network (due to the Law of Large Numbers). This results in a network inference method that is robust and precise. GENIE3 has been shown to perform well in challenges using simulated and experimental data (such as the DREAM challenges) and has been used widely throughout different biological fields.

SC-ION implements a modified version of GENIE3 based on previous results. The first modification is the addition of edge trimming. One of the key assumptions of GENIE3 is that the resulting networks are connected: that is, all of the genes can be reached by all of the other genes when following the network edges. However, previous work has showed that trimming the number of edges can increase the precision of biological networks<sup>6</sup>. RTP-STAR chose to trim the edges in GENIE3 based on the proportion of regulators in the network: the more regulators, the more edges that are kept<sup>1</sup>. We use this same edge trimming in our SC-ION pipeline.

The second modification is the addition of a second data matrix to allow for the integration of different data types. GENIE3 uses one data matrix for both the regulators and targets of the network. While this works well in experiments that only use one type of data, such as transcriptomic studies, it does not allow for one to consider using different data types for regulators and targets (e.g. using protein abundance for regulators and transcript abundance for targets). Thus, we use a modified version of GENIE3 that allows for the incorporation of both a regulator and a target data matrix<sup>7</sup>.

### **Dynamic Time Warping (DTW)<sup>4</sup>**

DTW refers to a class of algorithms that compare two series of values to each other. The rationale behind DTW is to stretch or compress one data series to best fit another data series through constructing a data transformation function called a warping function. There are many applications of DTW methods, one of which is clustering time series data. This is done through calculating the alignment of one time series to another. One way of calculating the alignment is by calculating the average distance

between the time series based on Euclidean distance. Another method is examining the warping function to determine how many time points in one series map to the same time point in the other series (e.g.  $t_1=1$  maps to  $t_2=1$ ,  $t_1=2$  maps to  $t_2=2$ , etc.). SC-ION uses this second method to cluster time series data via the R package *dtw*. For each pair of genes, the warping function between their time series data is calculated. SC-ION then computes the proportion of time points which map to each other via the warping function. If this proportion exceeds a certain threshold (typically at least half of the points must align to each other, although we allow the user to choose a different threshold), those genes are clustered together. One advantage of DTW is that it is non-random: the warping function between two expression profiles will always be the same, so if the clustering threshold is not changed, the same genes will always cluster together. One disadvantage of DTW is that it is quite slow since the warping function must be individually calculated for each pair of genes. Additionally, DTW works best on sequential data, such as time series data, but does not perform as well on non-sequential data, such as spatial data.

### **Independent Component Analysis (ICA)<sup>5</sup>**

ICA assumes that a set of gene expression measurements, such as those from a time series experiment, can be modelled as a linear combination of statistically independent components. By determining these independent components, ICA reduces the dimensionality of the dataset while still retaining the key information necessary for clustering. SC-ION uses ICAclust, which first converts the data into its independent components and then clusters the components using hierarchical clustering. While ICA was first developed and tested on biological time series data, it was also shown to perform well on simulated data that did not necessarily come from a sequential dataset. ICAclust is computationally fast and can cluster thousands of genes in just a few minutes. This is due to the dimensionality reduction of the dataset into its independent components. Additionally, the use of hierarchical clustering results in non-random clusters. Unlike DTW, ICA works well on both time series and spatial data. However, ICA does have some disadvantages. First, ICA attempts to determine the optimal number of clusters using Mojena's criterion, which is based on the first stage of the hierarchical clustering dendrogram. While this criterion works well for a small number of genes, it can become difficult to determine the correct number of clusters for larger datasets based on the dendrogram alone. Second, the algorithm cannot re-evaluate genes once they are clustered. For example, if two genes are clustered together at the beginning of the

algorithm, they can never be separated, even if later in the algorithm the data suggest a different clustering configuration. This combination of Mojena's criterion and hierarchical clustering can lead to many individual clusters with similar data expression patterns that potentially should be merged.

We provide both clustering methods in SC-ION based on the robustness of their results on different types of biological data. In some situations, one method might perform better than the other in terms of computational time or cluster precision. However, in general, we find that using both methods on the same dataset leads to similar clustering results and conclusions.

## Supplementary Figures

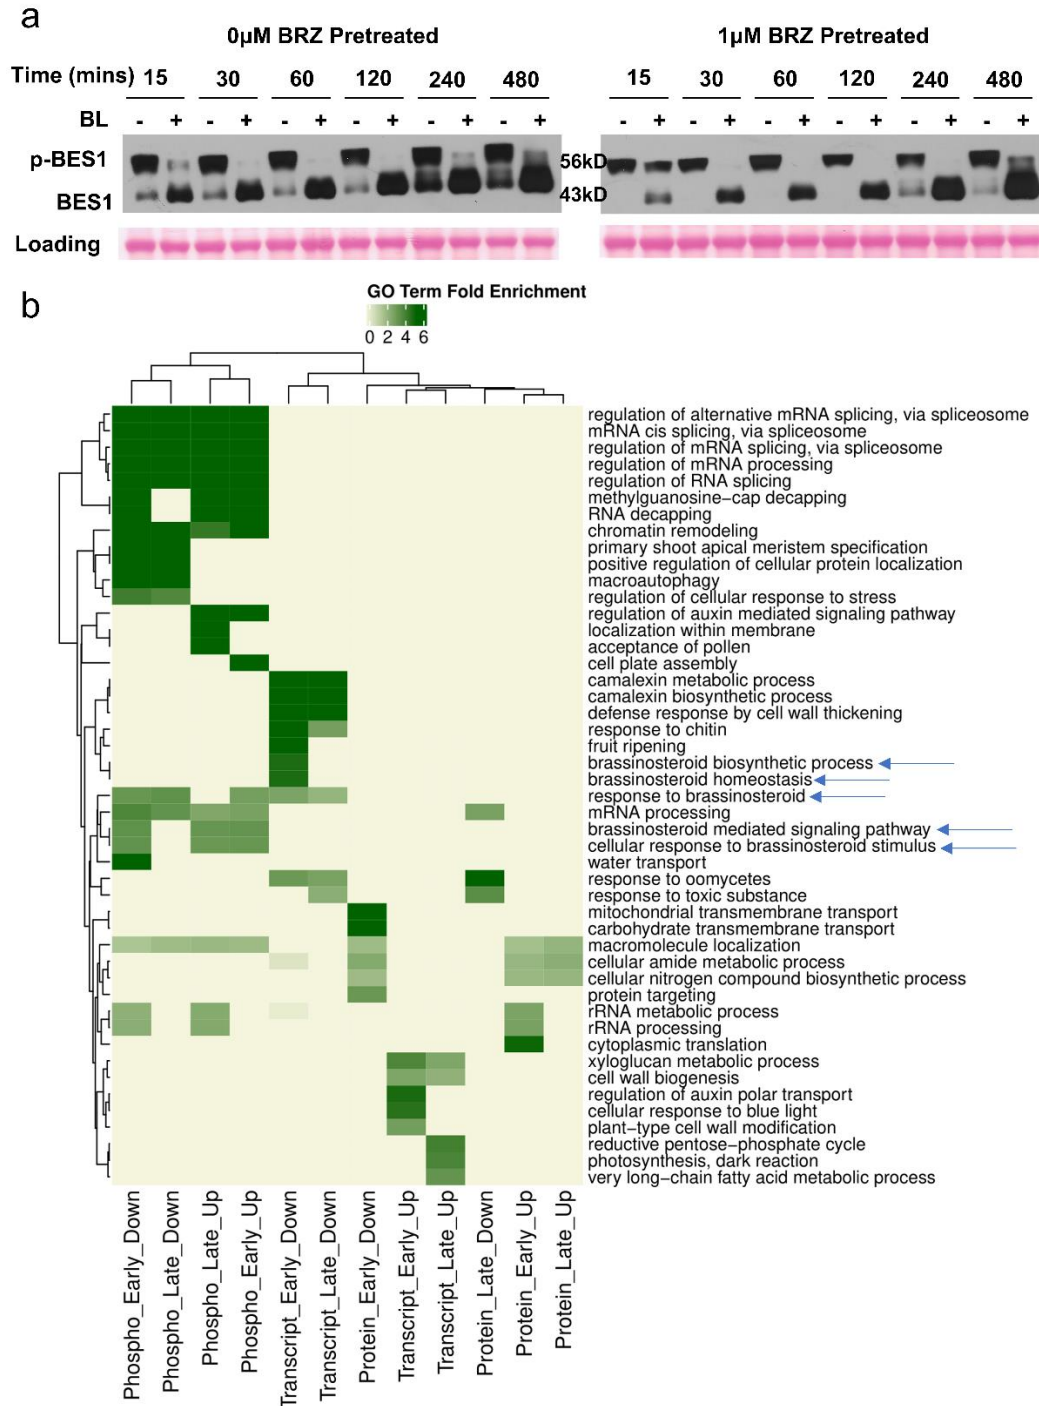

**Supplementary Figure 1.** Effect of BL treatment on transcript, non-modified protein, and phosphorylated protein levels. (a) Western blot of phosphorylated (p-BES1) and non-modified BES1 protein after BL treatment. (left) No BRZ pre-treatment. (right) BRZ pre-treatment. Blot was repeated n=2 times with similar results. (b) Heatmap of GO terms enriched for different differentially expressed gene-products (transcript, protein, phospho) at different times (early, 1 hour or earlier after BL treatment) (late, after 2 hours of BL treatment). Blue arrows denote BR-related GO terms.

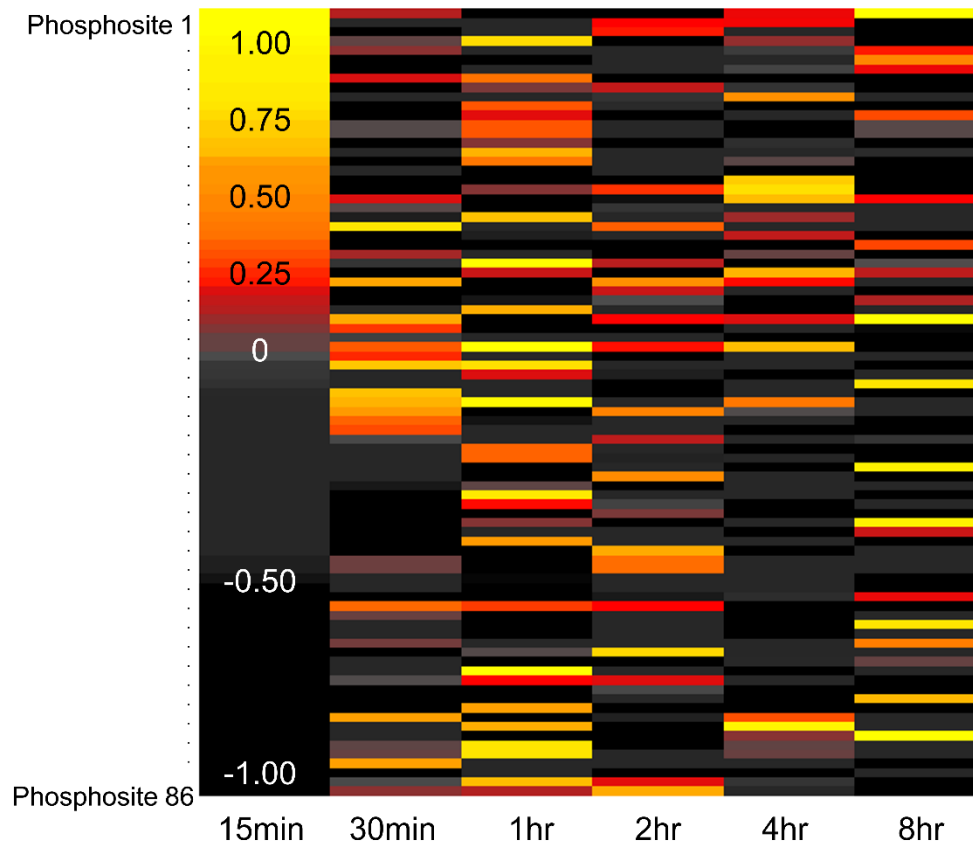

**Supplementary Figure 2.** Correlation between non-modified protein abundance and phosphosite abundance for kinases DE in response to BR. We identified 86 phosphosites as p-loop activation domains that were DE in response to BR. We then correlated the protein abundance with the phosphosite intensity values for these 86 sites, which are shown in this heatmap. Yellow represents the highest positive correlation, orange is moderate correlation, and red to black is low to no correlation. Phosphosites are rows, time points are columns.

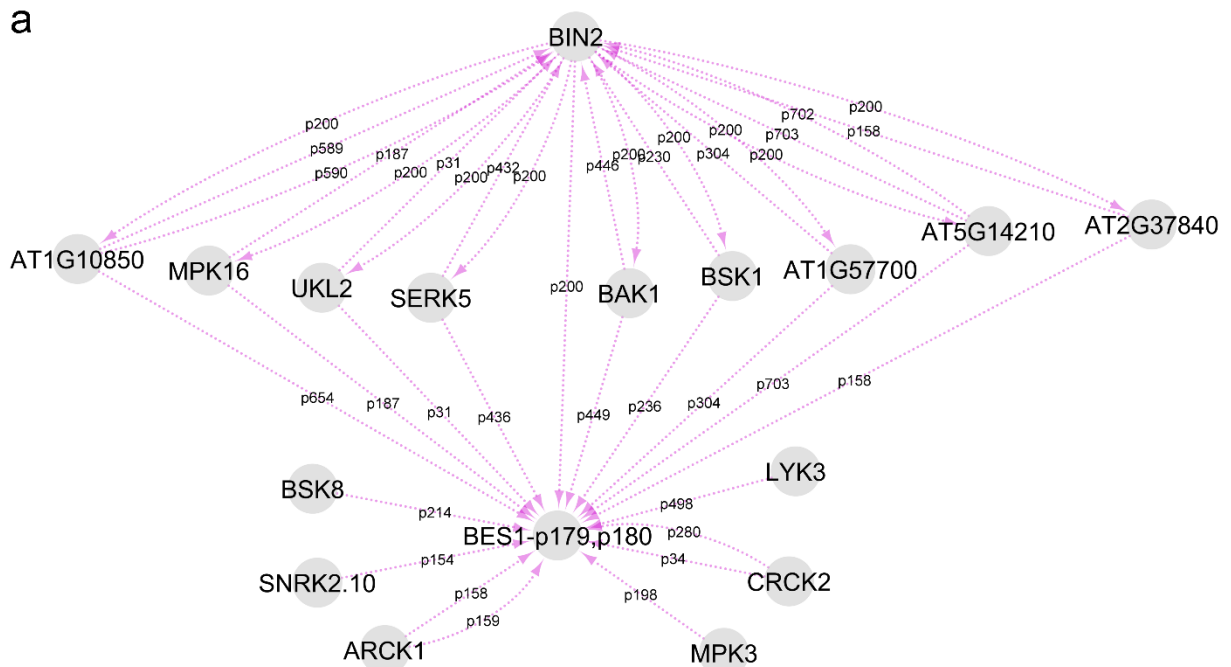

**b**

**BES1: ISNSAPVTPPV(pS)<sup>179</sup>(pS)<sup>180</sup>PTSR**

BEH3 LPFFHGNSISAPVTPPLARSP-----

BEH4 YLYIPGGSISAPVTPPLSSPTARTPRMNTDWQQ

BEH2 ---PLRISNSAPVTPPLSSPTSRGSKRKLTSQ

BEH1 ---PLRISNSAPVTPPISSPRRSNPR-LPRWQS

BES1 ---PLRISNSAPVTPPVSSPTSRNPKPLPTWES

BZR1 ---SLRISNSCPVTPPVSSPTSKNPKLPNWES

**c**

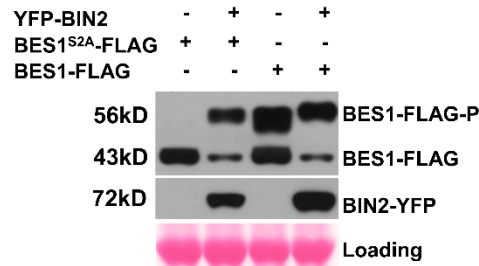

**d**

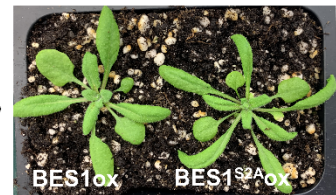

**e**

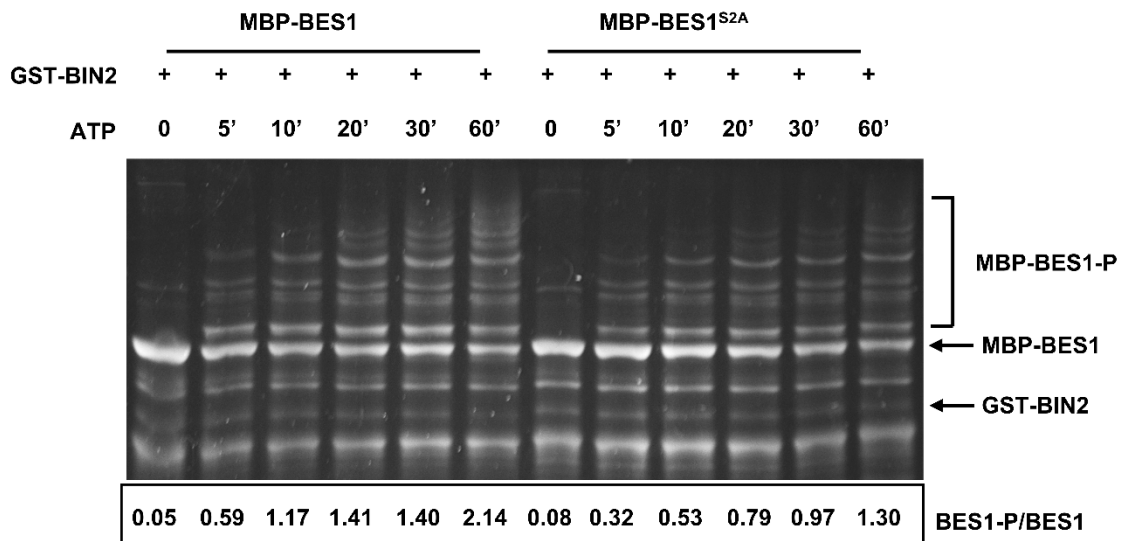

**Supplementary Figure 3.** Network prediction and experimental validation that S179, and S180 on BES1 are BIN2-phosphorylation sites (a) Kinase-signaling network prediction for the doubly-phosphorylated

form of BES1, which is phosphorylated on sites 179 and 180. Edge labels represent the phosphosite used to predict the regulation. (b) Conservation of S179 and S180 in BES1 with its homologs. Protein alignment was performed using Clustal Omega (<https://www.ebi.ac.uk/Tools/msa/clustalo/>). (c) Transient expression of *BES1-FLAG* and *BES1<sup>S2A</sup>-FLAG* in *Nicotiana benthamiana* leaves, with or without YFP-BIN2. Blot was repeated n=3 times with similar results. (d) Growth phenotype of 3-week-old T1 transgenic plants of *BES1-FLAG* (*BES1ox*, left) and *BES1<sup>S2A</sup>-FLAG* (*BES1<sup>S2A</sup>ox*, right). n=20 out of 26 *BES1<sup>S2A</sup>-FLAG* plants showed the BR-gain-of-function growth phenotype. Each T1 plant represents an independent transgenic line. (e) In-vitro kinase assay measuring BIN2 phosphorylation of BES1 and *BES1<sup>S2A</sup>*. Numbers at the bottom are the *BES1-P/BES1* ratio for each sample. Blot was repeated n=3 times with similar results.

a

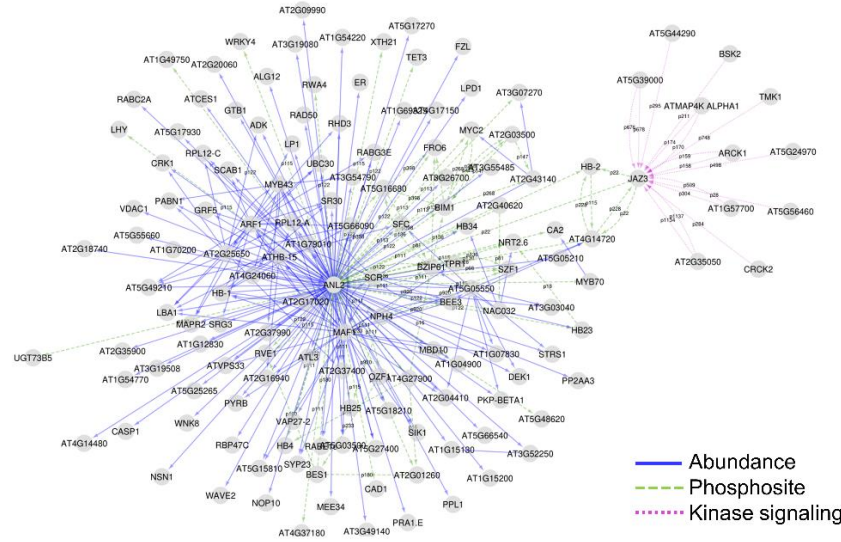

b

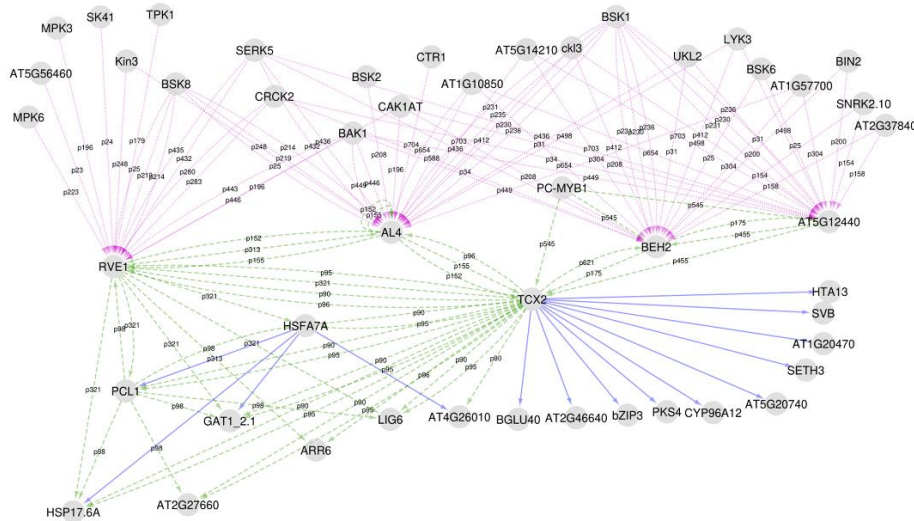

c

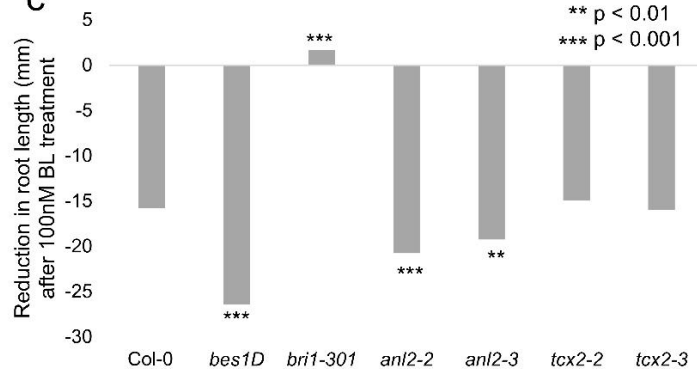

d

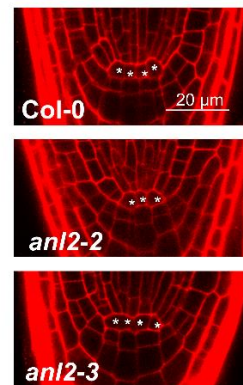

**Supplementary Figure 4.** ANL2 is a BR-responsive TF. (A,B) First-neighbor subnetworks of TCX2 (a) and ANL2 (b). TF-abundance, blue solid; TF-phosphosite, green dashed; kinase signaling, purple dotted. For kinase-signaling, edge labels represent the phosphosite used to predict the regulation. (c) Response of *tcx2* and *anl2* mutant roots to 100 nM BL treatment. \*\* denotes  $p < 0.01$ , \*\*\* denotes  $p < 0.001$ , generalized mixed linear model. (d) Representative images of 5-day-old Col-0, *anl2-2* and *anl2-3* roots ( $n=12$  per genotype). \* denotes QC cells.

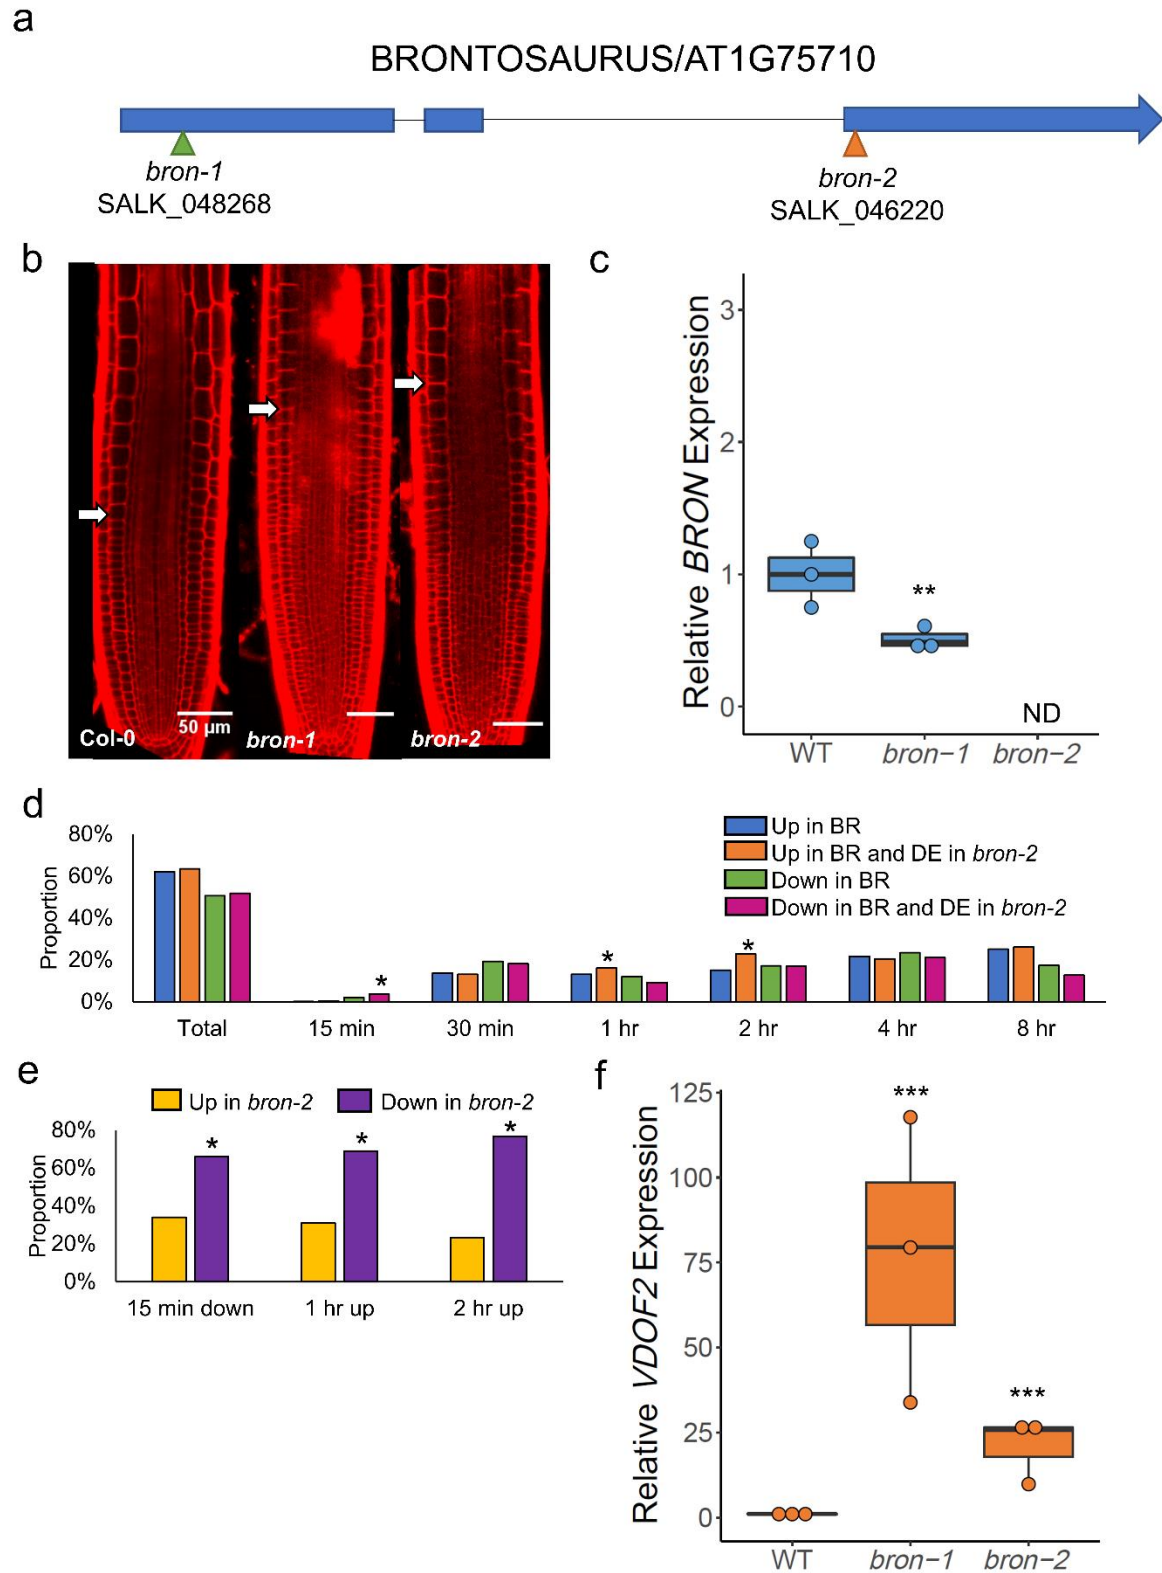

**Supplementary Figure 5.** Interplay between BRONTOSAURUS expression and BR signaling. (a) Gene model of BRONTOSAURUS showing locations of TDNA insertions. (b) Representative images of 5-day-old root meristems of Col-0 (n=22), *bron-1* (n=18) and *bron-2* (n=18) mutants. Arrows mark the end of the

meristem and the beginning of the transition zone. (c) RT-qPCR of *BRON* in *bron* mutant alleles. Reported values are  $2^{-\Delta\Delta CT}$ . Center line represents median; box bounds represent 25th and 75th percentiles; whiskers represent minimum and maximum. Colored dots represent the average of two technical replicates for each biological replicate (n=3). 

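The primers used for *BRON* were matched to the TAIR10.1 sequence. The forward primer AGGGTTTGTGCTTGTTCCCA matches once, on chromosome 1 from 28429497 to 28429516, in exon 2 of the 3 exons of *BRON*. The reverse primer GTTTCGACCCGAATCCTCCG matches once, from 28430440 to 28430459, and begins 15 bases after the start of exon 3, which runs from 28430425 to 28431339. The product therefore spans the last intron and the start of exon 3. The *VDOF2* reverse primer TTGCCATGAACCACCAGATGC matches once, from 24008437 to 24008457 on chromosome 1, in exon 2 of the 2 exons of AT1G64620. The *VDOF2* forward primer has no match over its whole length, and its first 15 bases match once, from 24008257 to 24008271 in the same exon.

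**Figure D3:**
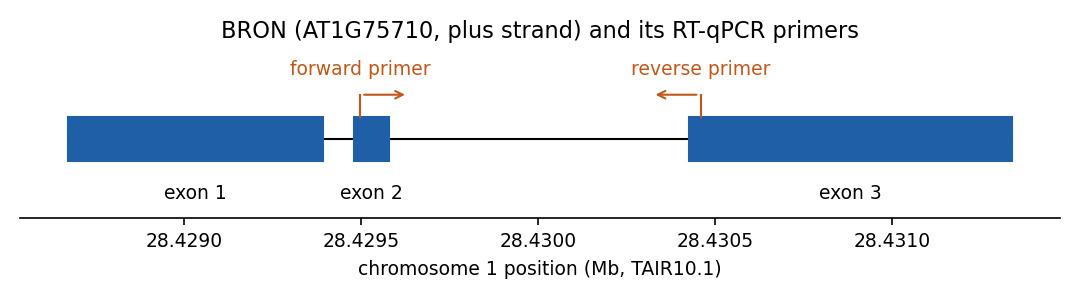
Map of *BRON* on chromosome 1 (horizontal axis, Mb, TAIR10.1) with its 3 exons as boxes, introns as lines and the binding sites of the RT-qPCR primers as arrows in the direction of extension, whose length is not to scale. The primers lie in exons 2 and 3, on both sides of the last intron.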

ND: not detected. \*\* denotes  $p < 0.01$  using a two-tailed z-test compared to mean and standard deviation of WT. (d) Proportion of genes induced (blue) or repressed (green) by BR that are also differentially expressed in the *bron-2* mutant (orange and magenta, respectively). \* denotes significant enrichment with  $p < 0.05$  using hypergeometric test for enrichment. (e) Proportion of genes repressed by BR at 15 minutes or induced by BR at 1 or 2 hours that are up (yellow) or down (purple) in the *bron-2* mutant. \* denotes  $p < 0.05$ , Chi-squared test with likelihood ratio. (f) RT-qPCR of *VDOF2* in *bron* mutant alleles. Reported values are  $2^{-\Delta\Delta CT}$ . Center line represents median; box bounds represent 25th and 75th percentiles; whiskers represent minimum and maximum. Colored dots represent the average of two technical replicates for each biological replicate (n=3). \*\*\* denotes  $p < 0.0001$  using z-test compared to mean and standard deviation of WT. For all statistical tests, no multiple testing correction was performed.

**a** CYCLINs DE in *bron-2*

| ID        | Symbol          | Direction |
|-----------|-----------------|-----------|
| AT4G34160 | CYCD3;1         | Up        |
| AT3G60550 | CYCU2;2/CYCP3;2 | Dn        |
| AT2G44740 | CYCU4;1/CYCP4;1 | Up        |
| AT5G61650 | CYCU4;3/CYCP4;2 | Up        |

Expression in BL timecourse

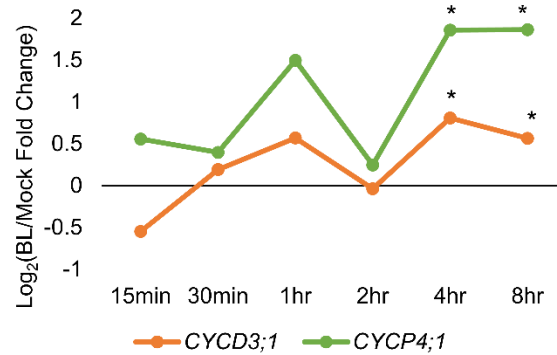

**b**

Expression in root stem cells

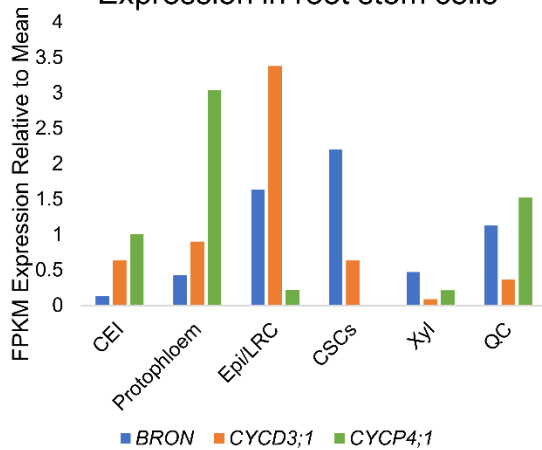

Expression in mature root cells

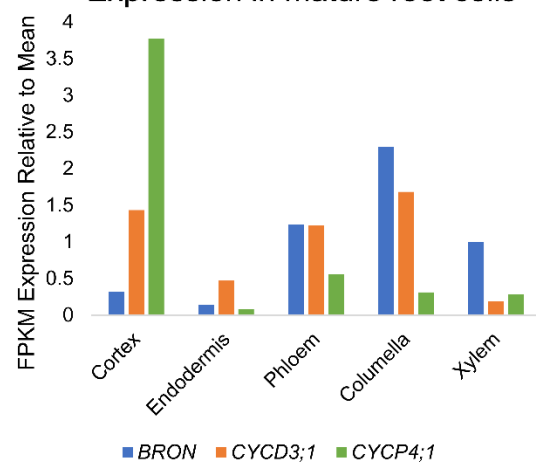

**Supplementary Figure 6.** Expression of *CYCLIN* genes in BL time course and *bron-2* mutant roots. (a) (left) Cyclins differentially expressed in the *bron-2* mutant. (right) BL/Mock transcript fold change of *CYCD3;1* (orange) and *CYCP4;1* (green) in the BL time course. \* denotes the gene is differentially expressed in response to BL at that time point. (b) Transcript expression of *BRON* (blue), *CYCD3;1* (orange), and *CYCP4;1* (green) in root stem cell populations (left, from<sup>1</sup>) and mature root tissues (right, from<sup>8</sup>). CEI – Cortex Endodermis Initials; Epi/LRC – Epidermis/Lateral Root Cap Initials; CSCs – Columella Stem Cells; Xyl – Xylem initials; QC – Quiescent Center. Reported expression is FPKM in each cell type normalized to the mean FPKM across cell types (relative expression).

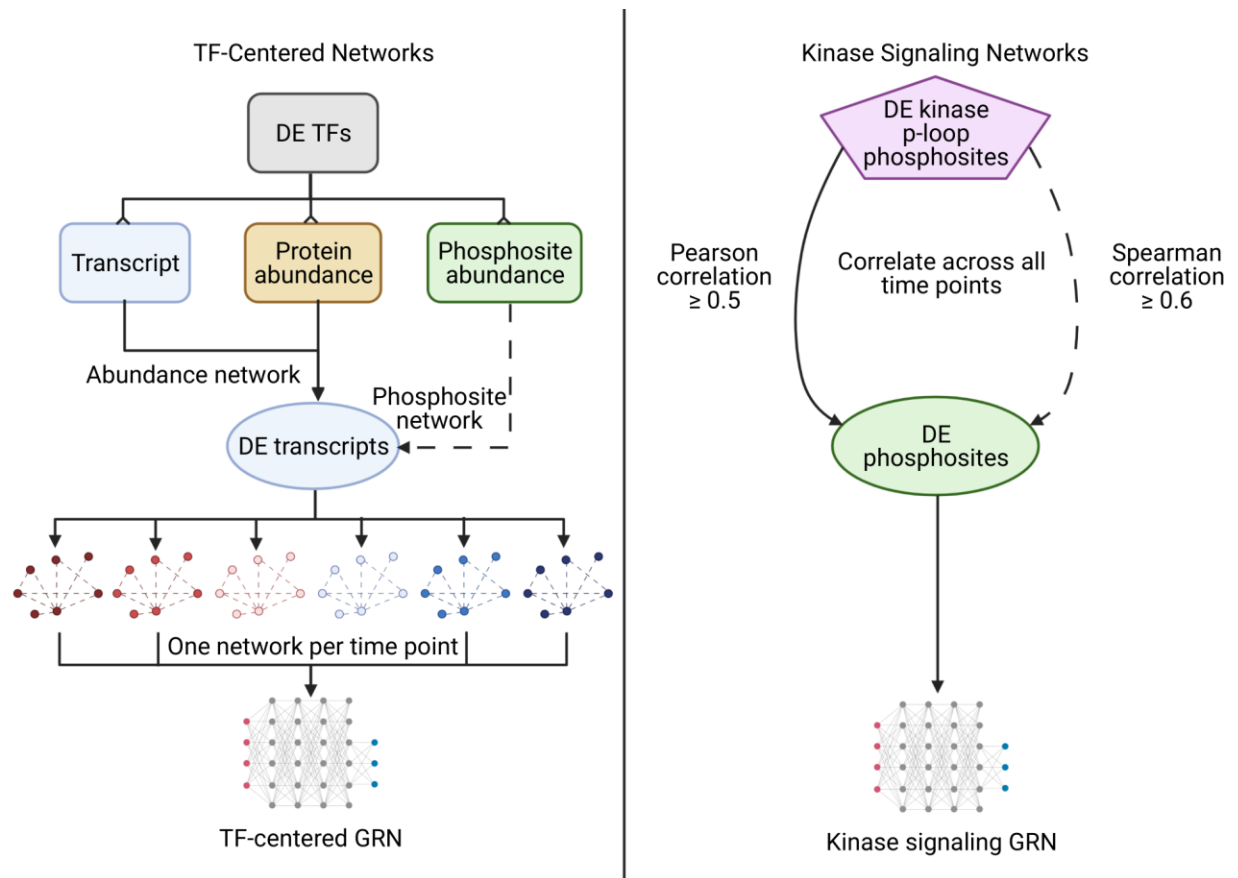

**Supplementary Figure 7.** Workflow of network inference. For the TF-centered networks (left), DE TFs were used as the regulators of the network. TFs were detected in our time course at transcript, protein abundance, and/or phosphosite abundance levels. In the abundance network, protein abundance (or transcript abundance when the cognate protein was not quantified) was used for the TFs. In the phosphosite network, the phosphosite abundance was used for the TFs. In both networks, transcript expression was used for the target genes. One network was inferred for the DE genes at each time point, and the networks were then combined in a union to form the TF-centered GRN. For the kinase-signaling networks (right), DE kinase p-loop phosphosites were used as the regulators of the network. Pearson and Spearman correlation values were calculated between the p-loop sites and all DE phosphosites across all time points. Edges were kept if they had a Pearson correlation  $\geq 0.5$  or a Spearman correlation  $\geq 0.6$ . These edges form the kinase signaling GRN.

## Supplementary Tables

**Supplementary Table 1. ChIP validation of predicted direct targets of BES1 from the integrated omics network.**

| target    | ChIP |
|-----------|------|
| AT1G13920 | NO   |
| AT1G16610 | NO   |
| AT1G20970 | NO   |
| AT1G23380 | NO   |
| AT1G23760 | NO   |
| AT1G32360 | NO   |
| AT1G32700 | YES  |
| AT1G62300 | YES  |
| AT1G71520 | NO   |
| AT2G29480 | NO   |
| AT2G30530 | YES  |
| AT2G32730 | NO   |
| AT2G33380 | NO   |
| AT2G45660 | YES  |
| AT2G47210 | NO   |
| AT3G24020 | NO   |
| AT3G26180 | NO   |
| AT3G29075 | NO   |
| AT3G44750 | NO   |
| AT3G49620 | YES  |
| AT3G51140 | NO   |
| AT3G57570 | NO   |
| AT5G10200 | NO   |
| AT5G43830 | NO   |
| AT1G16390 | NO   |
| AT1G69030 | YES  |
| AT2G15020 | NO   |
| AT2G18160 | YES  |
| AT2G29300 | NO   |
| AT2G32560 | YES  |
| AT2G34180 | NO   |
| AT2G44430 | NO   |
| AT3G14810 | NO   |
| AT3G53620 | NO   |
| AT4G03390 | NO   |
| AT5G03520 | YES  |
| AT5G47640 | YES  |
| AT5G65613 | NO   |
| AT1G01060 | NO   |

|           |     |
|-----------|-----|
| AT1G05300 | YES |
| AT1G09770 | NO  |
| AT1G12740 | NO  |
| AT1G13260 | YES |
| AT1G17840 | NO  |
| AT1G30320 | YES |
| AT1G54120 | YES |
| AT1G58100 | YES |
| AT1G66200 | NO  |
| AT1G69570 | YES |
| AT1G73390 | NO  |
| AT1G76500 | YES |
| AT2G01260 | NO  |
| AT2G23320 | YES |
| AT2G28930 | YES |
| AT2G37950 | NO  |
| AT3G07570 | NO  |
| AT3G25890 | NO  |
| AT3G47500 | NO  |
| AT3G47620 | YES |
| AT3G55980 | YES |
| AT4G00730 | YES |
| AT4G01810 | NO  |
| AT4G18880 | YES |
| AT4G35750 | NO  |
| AT4G36970 | NO  |
| AT5G03470 | NO  |
| AT5G14050 | NO  |
| AT5G15130 | NO  |
| AT5G17300 | NO  |
| AT5G28300 | YES |
| AT5G38600 | NO  |
| AT5G39660 | NO  |
| AT5G41190 | NO  |
| AT5G42920 | NO  |
| AT5G49230 | NO  |
| AT5G51440 | NO  |
| AT1G49750 | NO  |
| AT2G32540 | NO  |
| AT3G02800 | NO  |
| AT3G19450 | NO  |
| AT3G48430 | NO  |
| AT1G01540 | YES |

|           |     |
|-----------|-----|
| AT1G04240 | YES |
| AT1G04430 | NO  |
| AT1G06350 | NO  |
| AT1G07370 | NO  |
| AT1G10550 | YES |
| AT1G12460 | NO  |
| AT1G15010 | NO  |
| AT1G19968 | NO  |
| AT1G29790 | NO  |
| AT1G30690 | YES |
| AT1G34370 | NO  |
| AT1G49380 | NO  |
| AT1G55330 | YES |
| AT1G62300 | YES |
| AT1G62520 | YES |
| AT1G67750 | NO  |
| AT1G72430 | YES |
| AT1G76160 | YES |
| AT2G19580 | YES |
| AT2G20760 | YES |
| AT2G26250 | NO  |
| AT2G32690 | NO  |
| AT2G33330 | NO  |
| AT2G41820 | NO  |
| AT2G41940 | YES |
| AT2G46710 | YES |
| AT2G47070 | YES |
| AT3G01970 | NO  |
| AT3G02170 | YES |
| AT3G03850 | YES |
| AT3G05840 | YES |
| AT3G06770 | NO  |
| AT3G07010 | YES |
| AT3G16910 | NO  |
| AT3G23805 | NO  |
| AT3G27650 | NO  |
| AT3G28130 | NO  |
| AT3G43720 | NO  |
| AT3G46550 | YES |
| AT3G46940 | NO  |
| AT3G57780 | NO  |
| AT3G58790 | NO  |
| AT4G00330 | NO  |

|           |     |
|-----------|-----|
| AT4G09160 | NO  |
| AT4G14360 | NO  |
| AT4G14440 | NO  |
| AT4G14548 | YES |
| AT4G24275 | NO  |
| AT4G29240 | NO  |
| AT4G30800 | YES |
| AT4G34490 | NO  |
| AT4G36240 | NO  |
| AT5G01090 | YES |
| AT5G07870 | NO  |
| AT5G16000 | NO  |
| AT5G16590 | NO  |
| AT5G18150 | YES |
| AT5G18690 | NO  |
| AT5G19290 | NO  |
| AT5G20130 | NO  |
| AT5G23860 | YES |
| AT5G36260 | NO  |
| AT5G41400 | YES |
| AT5G44670 | NO  |
| AT5G46730 | NO  |
| AT5G49170 | NO  |
| AT5G51460 | NO  |
| AT5G52280 | YES |
| AT5G54250 | NO  |
| AT5G55960 | YES |
| AT5G56010 | NO  |
| AT5G56860 | YES |
| AT5G62140 | NO  |
| AT5G63180 | YES |
| AT5G64770 | NO  |

**Supplementary Table 2. BR phenotyping on mutants of interest.** Values are root length in mm. A generalized mixed linear model with penalized quasi-likelihood was used to determine the genotype x treatment interaction *p*-values. No multiple testing correction was performed.

| Line            | BL0 Mean | BL100 Mean | Change in root length | p-val    | Number of mock seedlings | Number of BR-treated seedlings |
|-----------------|----------|------------|-----------------------|----------|--------------------------|--------------------------------|
| WT              | 32.84    | 17.04      | -15.80                |          | 73                       | 73                             |
| <i>bes1D</i>    | 31.02    | 4.59       | -26.43                | 6.37E-06 | 28                       | 28                             |
| <i>bri1-301</i> | 26.36    | 28.06      | 1.69                  | 5.71E-10 | 27                       | 29                             |
| <i>anl2-2</i>   | 38.51    | 17.75      | -20.76                | 3.21E-03 | 40                       | 34                             |
| <i>anl2-3</i>   | 31.60    | 12.35      | -19.25                | 1.33E-02 | 51                       | 37                             |
| <i>tcx2-2</i>   | 36.77    | 21.87      | -14.90                | 5.71E-01 | 47                       | 44                             |
| <i>tcx2-3</i>   | 30.70    | 14.71      | -15.99                | 3.43E-01 | 46                       | 42                             |
| <i>bron-1</i>   | 40.31    | 9.57       | -30.73                | 2.37E-19 | 48                       | 39                             |
| <i>bron-2</i>   | 31.12    | 10.46      | -20.65                | 7.44E-04 | 43                       | 54                             |

**Supplementary Table 3. RT-qPCR results.** Values are  $2^{-\Delta\Delta C_T}$ . SE: standard error. ND: not detected. NT: not tested. For *tmk1-1*, three biological replicates were assayed, but *BRON* was detected in only two replicates. A two-tailed z-test was used to compare each sample to the mean and standard deviation of the expression of the target gene in WT. No multiple testing correction was performed.

| Line           | Target       | Mean   | SE     | p-val   | biological replicates |
|----------------|--------------|--------|--------|---------|-----------------------|
| WT             | <i>BRON</i>  | 1.000  | 0.150  |         | 3                     |
| <i>bron-1</i>  | <i>BRON</i>  | 0.509  | 0.052  | 0.0011  | 3                     |
| <i>bron-2</i>  | <i>BRON</i>  | ND     | 0.000  | NT      | 3                     |
| <i>kin10</i>   | <i>BRON</i>  | 0.998  | 0.162  | 0.9889  | 3                     |
| <i>mpk6-4</i>  | <i>BRON</i>  | 1.933  | 0.625  | <0.0001 | 3                     |
| <i>tmk1-1</i>  | <i>BRON</i>  | 0.607  | 0.381  | 0.0264  | 3 (detected in 2)     |
| <i>bak1-4</i>  | <i>BRON</i>  | 1.345  | 0.485  | 0.0217  | 3                     |
| <i>map4ka1</i> | <i>BRON</i>  | 0.179  | 0.088  | <0.0001 | 3                     |
| <i>vdof2</i>   | <i>BRON</i>  | 0.123  | 0.080  | <0.0001 | 3                     |
| WT             | <i>VDOF2</i> | 1.000  | 0.337  |         | 3                     |
| <i>bron-1</i>  | <i>VDOF2</i> | 76.995 | 24.248 | <0.0001 | 3                     |
| <i>bron-2</i>  | <i>VDOF2</i> | 20.913 | 5.565  | <0.0001 | 3                     |

**Supplementary Table 4. GO enrichment analysis of genes DE in *bron-2* and in BL time course.**

Green squares denote that term is enriched in that group of genes.

| GO term                                              | Dn BR 15min<br>& Up <i>bron-2</i> | Dn BR 15min<br>& Dn <i>bron-2</i> | Up BR 1hr<br>& Dn <i>bron-2</i> | Up BR 2hr &<br>Dn <i>bron-2</i> |
|------------------------------------------------------|-----------------------------------|-----------------------------------|---------------------------------|---------------------------------|
| toxin metabolic process (GO:0009404)                 |                                   |                                   |                                 |                                 |
| defense response (GO:0006952)                        |                                   |                                   |                                 |                                 |
| response to biotic stimulus (GO:0009607)             |                                   |                                   |                                 |                                 |
| response to abiotic stimulus (GO:0009628)            |                                   |                                   |                                 |                                 |
| response to fungus (GO:0009620)                      |                                   |                                   |                                 |                                 |
| response to stress (GO:0006950)                      |                                   |                                   |                                 |                                 |
| response to oxygen levels (GO:0070482)               |                                   |                                   |                                 |                                 |
| response to salicylic acid (GO:0009751)              |                                   |                                   |                                 |                                 |
| response to wounding (GO:0009611)                    |                                   |                                   |                                 |                                 |
| immune response (GO:0006955)                         |                                   |                                   |                                 |                                 |
| response to ethylene (GO:0009723)                    |                                   |                                   |                                 |                                 |
| response to water deprivation (GO:0009414)           |                                   |                                   |                                 |                                 |
| response to hormone (GO:0009725)                     |                                   |                                   |                                 |                                 |
| cell wall organization or biogenesis<br>(GO:0071554) |                                   |                                   |                                 |                                 |
| response to karrikin (GO:0080167)                    |                                   |                                   |                                 |                                 |
| response to temperature stimulus (GO:0009266)        |                                   |                                   |                                 |                                 |
| flavonoid biosynthetic process (GO:0009813)          |                                   |                                   |                                 |                                 |
| response to heat (GO:0009408)                        |                                   |                                   |                                 |                                 |
| response to UV (GO:0009411)                          |                                   |                                   |                                 |                                 |
| response to stimulus (GO:0050896)                    |                                   |                                   |                                 |                                 |

**Supplementary Table 5. TMT labeling strategy for quantitative proteomics.** Ref: Pooled reference.  
Sample names are formatted as Treatment\_Time\_Replicate.

|                           |           |              |         |
|---------------------------|-----------|--------------|---------|
| <b>BR1</b>                | TMT label | Sample       | Channel |
| 97.5% labeling efficiency | 126       | Ref          | 1       |
|                           | 127N      | Mock_15min_1 | 2       |
|                           | 127C      | Mock_15min_2 | 3       |
|                           | 128N      | Mock_15min_3 | 4       |
|                           | 128C      | Mock_15min_4 | 5       |
|                           | 129N      | BR_15min_1   | 6       |
|                           | 129C      | BR_15min_2   | 7       |
|                           | 130N      | BR_15min_3   | 8       |
|                           | 130C      | BR_15min_4   | 9       |
|                           | 131       | Ref          | 10      |
|                           |           |              |         |
| <b>BR2</b>                | TMT label | Sample       | Channel |
| 97.7% labeling efficiency | 126       | Ref          | 1       |
|                           | 127N      | Mock_30min_1 | 2       |
|                           | 127C      | Mock_30min_2 | 3       |
|                           | 128N      | Mock_30min_3 | 4       |
|                           | 128C      | Mock_30min_4 | 5       |
|                           | 129N      | BR_30min_1   | 6       |
|                           | 129C      | BR_30min_2   | 7       |
|                           | 130N      | BR_30min_3   | 8       |
|                           | 130C      | BR_30min_4   | 9       |
|                           | 131       | Ref          | 10      |
|                           |           |              |         |
| <b>BR3</b>                | TMT label | Sample       | Channel |
| 97.4% labeling efficiency | 126       | Ref          | 1       |
|                           | 127N      | Mock_1hr_1   | 2       |
|                           | 127C      | Mock_1hr_2   | 3       |
|                           | 128N      | Mock_1hr_3   | 4       |
|                           | 128C      | Mock_1hr_4   | 5       |
|                           | 129N      | BR_1hr_1     | 6       |
|                           | 129C      | BR_1hr_2     | 7       |
|                           | 130N      | BR_1hr_3     | 8       |
|                           | 130C      | BR_1hr_4     | 9       |
|                           | 131       | Ref          | 10      |
|                           |           |              |         |
| <b>BR4</b>                | TMT label | Sample       | Channel |
| 98.7% labeling efficiency | 126       | Ref          | 1       |

|                           |           |            |         |
|---------------------------|-----------|------------|---------|
|                           | 127N      | Mock_2hr_1 | 2       |
|                           | 127C      | Mock_2hr_2 | 3       |
|                           | 128N      | Mock_2hr_3 | 4       |
|                           | 128C      | Mock_2hr_4 | 5       |
|                           | 129N      | BR_2hr_1   | 6       |
|                           | 129C      | BR_2hr_2   | 7       |
|                           | 130N      | BR_2hr_3   | 8       |
|                           | 130C      | BR_2hr_4   | 9       |
|                           | 131       | Ref        | 10      |
|                           |           |            |         |
| <b>BR5</b>                | TMT label | Sample     | Channel |
| 98.5% labeling efficiency | 126       | Ref        | 1       |
|                           | 127N      | Mock_4hr_1 | 2       |
|                           | 127C      | Mock_4hr_2 | 3       |
|                           | 128N      | Mock_4hr_3 | 4       |
|                           | 128C      | Mock_4hr_4 | 5       |
|                           | 129N      | BR_4hr_1   | 6       |
|                           | 129C      | BR_4hr_2   | 7       |
|                           | 130N      | BR_4hr_3   | 8       |
|                           | 130C      | BR_4hr_4   | 9       |
|                           | 131       | Ref        | 10      |
|                           |           |            |         |
| <b>BR6</b>                | TMT label | Sample     | Channel |
| 94.7% labeling efficiency | 126       | Ref        | 1       |
|                           | 127N      | Mock_8hr_1 | 2       |
|                           | 127C      | Mock_8hr_2 | 3       |
|                           | 128N      | Mock_8hr_3 | 4       |
|                           | 128C      | Mock_8hr_4 | 5       |
|                           | 129N      | BR_8hr_1   | 6       |
|                           | 129C      | BR_8hr_2   | 7       |
|                           | 130N      | BR_8hr_3   | 8       |
|                           | 130C      | BR_8hr_4   | 9       |
|                           | 131       | Ref        | 10      |

**Supplementary Table 6. Primers used in this study**

| <b>Primer</b>                      | <b>Sequence</b>                   |
|------------------------------------|-----------------------------------|
| BES1 <sup>S2A</sup> Forward Primer | CAGTGGCTGCTCCAACTTCTAGAAACC       |
| BES1 <sup>S2A</sup> Reverse Primer | GTTGGAGCAGCCACTGGTGGA GTGACAGG    |
| BES1 Full Length Forward Primer    | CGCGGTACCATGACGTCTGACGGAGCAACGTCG |
| BES1 Full Length Reverse Primer    | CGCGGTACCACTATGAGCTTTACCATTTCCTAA |
| BRON Forward Primer                | AGGGTTTGTGCTTGTTCCCA              |
| BRON Reverse Primer                | GTTTCGACCCGAATCCTCCG              |
| VDOF2 Forward Primer               | CCATTTGAGAGCCTCCTCAAACCTT         |
| VDOF2 Reverse Primer               | TTGCCATGAACCACCAGATGC             |
| AT4G34270 Forward Primer           | GTGAAAACCTGTTGGAGAGAAGCAA         |
| AT4G34270 Reverse Primer           | TCAACTGGATACCCTTTCGCA             |

### Supplemental References

1. Clark, N. M. *et al.* Stem-cell-ubiquitous genes spatiotemporally coordinate division through regulation of stem-cell-specific gene networks. *Nat. Commun.* **10**, 5574 (2019).
2. Balaguer, M. A. de L. *et al.* Predicting gene regulatory networks by combining spatial and temporal gene expression data in Arabidopsis root stem cells. *Proc. Natl. Acad. Sci.* **114**, E7632–E7640 (2017).
3. Huynh-Thu, V. A., Irrthum, A., Wehenkel, L. & Geurts, P. Inferring Regulatory Networks from Expression Data Using Tree-Based Methods. *PLOS ONE* **5**, e12776 (2010).
4. Giorgino, T. Computing and Visualizing Dynamic Time Warping Alignments in R: The **dtw** Package. *J. Stat. Softw.* **31**, (2009).
5. Nascimento, M. *et al.* Independent Component Analysis (ICA) based-clustering of temporal RNA-seq data. *PLOS ONE* **12**, e0181195 (2017).
6. Shibata, M. *et al.* GTL1 and DF1 regulate root hair growth through transcriptional repression of ROOT HAIR DEFECTIVE 6-LIKE 4 in Arabidopsis. *Development* **145**, (2018).
7. Walley, J. W. *et al.* Integration of omic networks in a developmental atlas of maize. *Science* **353**, 814–818 (2016).
8. Li, S., Yamada, M., Han, X., Ohler, U. & Benfey, P. N. High-Resolution Expression Map of the Arabidopsis Root Reveals Alternative Splicing and lincRNA Regulation. *Dev. Cell* **39**, 508–522 (2016).

# Supplementary material for: Integrated omics networks reveal the temporal signaling events of brassinosteroid response in Arabidopsis
**Source:** Nat Commun. 2021 Oct 6;12:5858. doi: 10.1038/s41467-021-26165-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1: Transcripts differentially expressed in response to BR**

**Supplementary Data 2: Protein groups differentially expressed in response to BR**

**Supplementary Data 3: Phosphorylation sites differentially expressed in response to BR**

**Supplementary Data 4: GO analysis on DE transcripts, protein groups, and phosphosites**

**Supplementary Data 5: Inferred kinase-signaling and TF-centered networks**

**Supplementary Data 6: Network Motif Analysis on TF-centered networks**

**Supplementary Data 7: Transcripts differentially expressed in the bron-2 mutant**

**Supplementary Data 8: Overlap of transcripts DE in the bron-2 mutant and the BR timecourse**

**Supplementary Data 9: GO analysis on transcripts DE in the bron-2 mutant and the BR timecourse**

# Supplementary material for: Integrated omics networks reveal the temporal signaling events of brassinosteroid response in Arabidopsis
**Source:** Nat Commun. 2021 Oct 6;12:5858. doi: 10.1038/s41467-021-26165-3
**Supplement:** Supplementary file 13 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection.

Data analysis QuantSeq and RNASeq reads were mapped using the STAR and Cufflinks aligners, respectively. Proteomics data were analyzed using MaxQuant version 1.6.7.0. Differential expression analysis was performed using the PoissonSeq package in R. Gene Ontology Analysis was performed using PANTHER. Root length measurements were calculated using ImageJ. Statistical testing was performed using JMP Pro 15 and R (glmmpQL and phyper functions). Quantitative proteomics statistical analysis was performed using TMT-NEAT Analysis Pipeline version 1.4 (<https://doi.org/10.5281/zenodo.5237316>). TF-centered gene regulatory networks were inferred using SC-ION version 2.1 (<https://doi.org/10.5281/zenodo.5237310>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Raw sequencing data are deposited at the Gene Expression Omnibus with accession numbers GSE147589 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE147589>] and GSE15700 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157000>]. Raw proteomics data have been deposited on MassIVE with accession number MSV000085606 [<ftp://massive.ucsd.edu/MSV000085606/>]. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No calculations for sample size were performed. At least three biological replicates were used for multi-omics profiling and RT-qPCR experiments. At least 15 biological replicates were used for phenotyping experiments.                                       |
| Data exclusions | Some QuantSeq samples were excluded due to poor read mapping and/or large variance from other biological replicates based on Principal Components Analysis. These samples were also excluded from the proteomics analysis for consistency across the data types. |
| Replication     | At least three biological replicates were used for multi-omics profiling and RT-qPCR experiments. At least 15 biological replicates were used for phenotyping experiments. For RT-qPCR, two technical replicates were measured per biological replicate.         |
| Randomization   | Due to the nature of the experimental setup, randomization was not practical for this work.                                                                                                                                                                      |
| Blinding        | Due to the nature of the experimental setup, blinding was not practical for this work.                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                        | Methods                             |                                                 |
|-------------------------------------|--------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                  | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |                                     |                                                 |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-BES1: obtained from corresponding authors of reference #14: Yu, X. et al. A brassinosteroid transcriptional network revealed by genome-wide identification of BES1 target genes in Arabidopsis thaliana. Plant J. 65, 634–646 (2011).<br>anti-Flag: obtained from Sigma-Aldrich (Cat #F7425, RRID: AB_439687)<br>anti-GFP: obtained from corresponding authors of reference #62: Yu, X. et al. Modulation of brassinosteroid-regulated gene expression by jumonji domain-containing proteins ELF6 and REF6 in Arabidopsis. Proc. Natl. Acad. Sci. 105, 7618–7623 (2008).                                                                                                          |
| Validation      | anti-BES1: validation performed in reference #14: Yu, X. et al. A brassinosteroid transcriptional network revealed by genome-wide identification of BES1 target genes in Arabidopsis thaliana. Plant J. 65, 634–646 (2011).<br>anti-Flag: please see the manufacturer webpage: <a href="https://www.sigmaaldrich.com/US/en/product/sigma/f7425?context=product">https://www.sigmaaldrich.com/US/en/product/sigma/f7425?context=product</a><br>anti-GFP: validation performed in reference #62: Yu, X. et al. Modulation of brassinosteroid-regulated gene expression by jumonji domain-containing proteins ELF6 and REF6 in Arabidopsis. Proc. Natl. Acad. Sci. 105, 7618–7623 (2008). |

How the deposited data were processed for this re-analysis (not part of the article)

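RNA from root tips of 5-day-old *Arabidopsis* seedlings was sequenced for 2 genotypes, Columbia-0 wild type and *bron-2*, with 3 biological replicates each. The authors prepared libraries from total RNA, sequenced them with single-end reads, and mapped the reads to TAIR10 using Cufflinks. The Cufflinks version, the annotation and the handling of reads that match several genes are not named in the paper's text. The deposited values are FPKM, normalized by the authors for transcript length and library size, one column per library, with 33560 genes and no filter on low values. All 6 columns were used, no 2 columns were identical, and each was assigned to its genotype and replicate number by its name. The FPKM columns have different sums, and no further scaling was applied for the main results.

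The number of reads per library is not known from FPKM values. Relative depth was estimated from genes with a mean under 0.2 FPKM, where the ratio of 2 libraries takes the value that a single read is worth. For each of the 15 pairs of libraries the most frequent log2 ratio over 646 to 777 genes was taken, and a least-squares fit of a depth per library left a largest residual of 0.00583. No confidence intervals from read counts can be given, and the precision of each value comes from the 3 libraries of a genotype. The Pearson correlation of log2(FPKM + 1) between libraries was between 0.990 and 0.995, and the 10 highest genes took between 6.35% and 7.30% of the summed FPKM.

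Genes with a mean of at least 1 FPKM over the 6 libraries (17107 genes) were compared between genotypes on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with a trend of the variance on expression, two-sided, with Benjamini-Hochberg adjustment over all tested genes. The authors called genes with PoissonSeq at an unadjusted p-value of 0.05, which needs counts, so the same threshold was applied to limma's unadjusted p-values beside the adjusted ones. Fold changes are on the log2(FPKM + 1) scale and understate the change of low genes. Genes listed at 0 are given with each library's value, and no fold change is drawn from a group at 0 beyond this scale. Gene lists were compared by Fisher's exact test (scipy 1.17.1 in Python 3.11.15), by limma's camera test with the correlation between genes estimated from the data, and by 10000 random lists drawn from 20 bins of mean expression. The list of genes repressed by BL at 15 min was taken from Supplementary Data 1, the overlap lists from Supplementary Data 8 and the cyclins from the source data. The longer lists for 1 h and 2 h were not used here beyond the overlap lists.

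The replicate numbers come from the sample labels, and the paper does not say whether wild type and *bron-2* plants of one number were grown together. Results are given without and with the number as a block. The alternatives set before the data were examined were a pseudocount of 0.1, no filter, a mean of at least 5 FPKM, scaling by the median log ratio, quantile normalization, eBayes without the trend, the replicate block and leaving out each of the 6 libraries. For the BL list, matched random lists, calls at an adjusted p-value under 0.05 and a fixed correlation of 0.01 were added before the data were examined, and matching on transcript length was chosen after the data were seen. The fits were tested on simulated data with 200 of 17107 genes changed. The changed genes were drawn without those of lowest expression, so the recovered shares do not cover such genes. Values were drawn independently for each gene and library, without effects shared within a library or replicate number. At a log2 change of 0.5, 88% of the changed genes were recovered at an unadjusted p-value under 0.05 and 0 at an adjusted one. At a log2 change of 1 these shares were 97.5% and 82%, and at 0.3 they were 65% and 0. Between 5.14% and 5.46% of the unchanged genes passed the unadjusted threshold. The independent draws set this rate in advance, so it does not show the rate in the real libraries.

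Coordinates and overlaps of genes were taken from the TAIR10.1 annotation, in which 32826 of the 33560 gene identifiers were found. The deposited values carry no coordinates. Genes named in the text were chosen before the data were examined: BRON, the 4 cyclins that the paper calls, VDOF2 and the other regulators of BRON that the paper names, the first 10 genes of Supplementary Data 7, the flavonoid genes named in Supplementary Data 8, and the 5 largest rises and 5 largest falls among genes with an adjusted p-value under 0.05 and groups that do not overlap. *CYCH1;1*, *CYCA1;2* and *CYCT1;2* were named after their values were seen. The rule asked for a table that pairs each regulator with its locus. None does so for VDOF2, and AT1G64620 was taken, as a departure from the rule, through the match of the paper's VDOF2 reverse primer. The VDOF2 forward primer matched there only with its first 15 bases. The BL time course, the proteome and phosphoproteome data and the RT-qPCR data were not analysed here.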

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

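The test of overlapping genes and the splits for the number of genes at an adjusted p-value under 0.05 were chosen after the result was seen, and the other tests were written down after these genes had been found but before their own results were seen. These 9 genes are given because their values differed between the genotypes at an adjusted limma p-value under 0.05 with groups that did not overlap, and the paper's text does not discuss them. Among the rises, AT3G48344 (log2 fold change 3.32) was listed at 0 in all wild-type libraries and at 6.87, 7.10 and 14.6 FPKM in *bron-2* replicates 1, 2 and 3. AT1G12760 (2.01) was at 8.69, 11.0 and 9.38 FPKM in wild type replicates 1, 2 and 3 and at 45.5, 42.2 and 38.3 FPKM in *bron-2* replicates 1, 2 and 3. AT1G61255 (1.25), AT2G41650 (1.21) and AT2G23400 (1.09) rose as well, with all *bron-2* libraries above all wild-type libraries. Among the falls, AT2G01021 (-4.58) was at 16.2, 40.6 and 18.2 FPKM in the wild type and AT1G27565 (-2.21) at 3.95, 4.35 and 2.76 FPKM, and both were listed at 0 in all *bron-2* libraries. HEI10 (AT1G53490, -2.53) fell from 10.2 ± 0.606 to 0.953 ± 0.330 FPKM (SD, n = 3 each). MRD1 (AT1G53480, -2.06) was at 3.47, 3.06 and 3.68 FPKM in the wild type and at 0.166, 0 and 0 FPKM in *bron-2*. AT1G12760, AT2G01021 and HEI10 had an adjusted limma p-value under 0.05 in 13 of 13 alternatives, with largest values of 0.0124, 0.0228 and 0.0145. AT3G48344, AT1G27565 and MRD1 passed in the 12 alternatives that tested them, with largest values of 0.0386, 0.0376 and 0.0286. AT1G61255 passed in 4 of 12, with adjusted limma p-values from 0.0344 to 0.299, AT2G41650 in 7 of 13 (0.0226 to 0.165) and AT2G23400 in 8 of 13 (0.0231 to 0.136).

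Several technical explanations for these changes were tested. None of these 9 genes lies within 1 Mb of BRON. DNA from the parent of the T-DNA line within that distance therefore does not account for them. Tested genes in that region were called in 11.8% of cases compared with 9.74% elsewhere (Fisher's exact test, one-sided, p = 0.110). A longer segment linked to BRON was not tested, and AT1G12760, AT1G27565, MRD1, HEI10 and AT1G61255 lie on the same chromosome as BRON. Of the 14 genes with an adjusted limma p-value under 0.05, 3 overlap another annotated gene, compared with 32.5% of the other tested genes (Fisher's exact test, one-sided, p = 0.882). MRD1 and HEI10 are 2 of these 3. They overlap each other on opposite strands of chromosome 1, from 19963047 to 19964712 and from 19963267 to 19966952, so their falls cannot be counted as separate. Among the 10 tested genes nearest to this pair, 1 was lower at an unadjusted limma p-value under 0.05, which speaks against the loss of a longer segment there. Log2 fold changes did not follow GC content or transcript length across the 17025 genes with both values (Spearman rho -0.00684 and 0.0192). A correlation over all genes cannot decide whether length affects single short genes. AT2G01021, for example, is annotated only from 6571 to 6672 on chromosome 2. The *bron-2* libraries were the deeper ones, so depth does not account for the genes listed at 0 in *bron-2*. This argument does not cover AT3G48344, which was listed at 0 in the shallower wild-type libraries. A listed 0 need not mean absence either. AT3G08520 was at 42.7 FPKM in wild type replicate 1 and listed at 0 in all other libraries. Among the 4 splits of the 6 libraries that part all same-numbered pairs, 1 (the real one) gave as many genes with an adjusted p-value under 0.05, and 3 libraries against 3 cannot give a smaller share. The other 6 splits keep same-numbered libraries together in 2 of the 3 pairs, and among all 10 splits the real one again gave the most. A difference between the seed stocks that is unrelated to BRON was not tested, because it needs reads or a second allele. With so few splits, the number of these genes as a whole cannot be told apart from a grouping of the libraries by chance, although the other splits gave at most 4 genes compared with 14. For AT1G12760, AT2G01021 and HEI10, and for AT3G48344, AT1G27565 and MRD1 in all alternatives that tested them, the adjusted p-values speak against chance for the single gene. The alternatives share the same 6 libraries, so they cannot address how reads that match several genes were handled, which the paper does not state. In AT2G01021, AT1G27565 and AT3G48344 all libraries of 1 genotype are listed at 0, so for them absence of the transcript is not shown. None of the changes can be told apart from a difference between the seed stocks, and that they follow from the loss of BRON remains a hypothesis.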

How the results depend on the processing

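Of the alternatives below, only the matching of random lists on transcript length was chosen after the result was seen. The log2 fold change of BRON kept its direction and its side of the threshold in all 13 alternatives. *CYCD3;1* did so too. The median of the genes repressed by BL at 15 min and the share of lower genes in the overlap list of genes induced at 2 h kept their direction in all alternatives, and the share kept its side of the threshold. Except where a cause is given, the cause of the changes below was not tested.

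Deviations from the genotype mean correlated with a mean r of 0.0984 between same-numbered libraries (0.123, -0.0133 and 0.186 for replicates 1, 2 and 3). With the replicate block, 4 cyclins were called in place of 2, because *CYCP4;2* (log2 fold change 0.27) and *CYCP3;2* (-0.39) passed the unadjusted threshold, and 2253 genes in place of 1674. Without the filter, 4 cyclins were called as well. With a mean of at least 5 FPKM, 7 genes in place of 14 had an adjusted p-value under 0.05, because the other 7 have a mean under 5 FPKM and were not tested, the share of lower genes among called genes repressed by BL at 15 min was 86.7% (Fisher's exact test, p = 0.0336) and that in the overlap list of genes induced at 1 h was 71.7% (p = 0.0440), both now past the threshold. The share of called genes lower in *bron-2* fell to 55.5% after scaling by the median log ratio and to 52.9% after quantile normalization, which also gave an odds ratio of 1.57 for the BL list (Fisher's exact test, p = 0.0521). Matching the random lists on transcript length gave 1.53 (permutation p = 0.0567). With calls at an adjusted p-value under 0.05 the odds ratio was 0, which carries no information, since chance puts 0.104 of the 14 genes in the list. With the correlation between genes fixed at 0.01, the median of the BL list (-0.0666) passed the threshold (camera p = 0.0131).

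Across the 6 fits that each left out 1 library, the count at an unadjusted p-value under 0.05 ranged from 1056 to 2298, that at an adjusted p-value under 0.05 from 8 to 33, the share of lower genes from 51.5% to 65.6% and the number of called cyclins from 1 to 4. The share of lower genes among called genes repressed by BL at 15 min ranged from 70.6% to 84.6% and passed the threshold without wild type replicate 1, wild type replicate 3 or *bron-2* replicate 1 (Fisher's exact test, p = 0.0152, 0.0253 and 0.0422). That in the overlap list of 15 min ranged from 72.5% to 81.1% and passed without *bron-2* replicate 2 (Fisher's exact test, p = 0.0356). The odds ratio of the BL list ranged from 1.71 to 2.90 and passed the threshold in all 6 fits (Fisher's exact test, p from 3.49e-06 to 0.0474). With the replicate block it was 2.14. The log2 fold change ranged from 0.25 to 0.55 for *CYCP4;1*, from 0.12 to 0.40 for *CYCP4;2* and from -0.69 to -0.16 for *CYCP3;2*. VDOF2 ranged from -0.38 to 0.15, BAK1 from -0.11 to 0.0656 and KIN10 from -0.0774 to 0.0697, and each changed sign. The main values of these 3 genes are close to 0, so their signs carry little information. BAK1 also changed sign after scaling by the median log ratio (0.00083) and quantile normalization (0.0115).

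For the 26 named genes outside BRON and the 4 cyclins, 290 of 331 values under alternatives kept their direction and side of the adjusted threshold, 24 became weaker, 7 stronger and 10 changed sign. Named genes with a mean under 5 FPKM, VDOF2 among them, have no value under the filter of at least 5 FPKM. In the simulated data none of the 200 genes given a log2 change of 0.3 or 0.5 reached an adjusted p-value under 0.05, so 3 libraries per genotype limit the adjusted counts to large changes.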

Differences from the paper's values

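The conversion of the paper's fold changes from natural logarithms was chosen after the result was seen. The paper reports 2600 genes DE in *bron-2*, and 1674 were called here at an unadjusted limma p-value under 0.05. Without the filter (1981), with the replicate block (2253) and without wild type replicate 3 (2298) the count came within 1.5 times the paper's, and under the other alternatives set before the data were examined it did not. The paper calls 4 cyclins, and 2 were called here. The count was 4 without the filter, with the replicate block, without wild type replicate 1 and without wild type replicate 3, and it was 3 without *bron-2* replicate 1. The other alternatives gave 1 or 2, and under none of them were the called cyclins the same 4 as in the paper. Of the genes repressed by BL at 15 min, the paper calls 50 and 20 were called here, and the count came within 1.5 times the paper's only without wild type replicate 3 (34).

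The paper's log fold change of BRON is -2.76, and -3.12 was found here. The paper's value for AT1G12760 is 1.43, compared with 2.01 here, and its value for AT5G35940 is -1.17, compared with -1.62 here. None of the alternatives set before the data were examined brought these 3 values within the residual SD of the paper's. These gaps may come from the unit, since the factor between the paper's values and log2 ratios is 0.691, near that of natural logarithms. Divided by the natural logarithm of 2, the paper's values are -3.99 for BRON, 2.07 for AT1G12760 and -1.68 for AT5G35940. The latter 2 then lie within the residual SD, and BRON does so with a pseudocount of 0.1 (-3.86). Of all 16 genes compared, 13 lie within the residual SD as printed and 13 after the conversion, and with a pseudocount of 0.1 these numbers are 13 and 16. By RT-qPCR, the paper's level of VDOF2 in *bron-2* is 20.9 times the wild type (standard error 5.565). In the RNA-seq data the level of AT1G64620, taken as VDOF2 through its reverse primer, was 0.969 times the wild type on the FPKM + 1 scale, and no alternative brought it near the paper's value. The RT-qPCR and the RNA-seq are different assays on different material. The RT-qPCR used longer root tips of older seedlings grown on BRZ, a BR biosynthesis inhibitor, which the paper does not name for the RNA-seq seedlings.

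The paper calls *CYCD3;1*, *CYCP4;2* and *CYCP3;2* DE. *CYCD3;1* was not called in the main comparison, with an unadjusted limma p-value of 0.184, or under any of the alternatives. *CYCP4;2* was called with the replicate block, with an unadjusted p-value of 0.0190, and without wild type replicate 1, with one of 0.0197. *CYCP3;2* was called with the replicate block, with an unadjusted p-value of 0.0149, and without *bron-2* replicate 1, with one of 0.0242. *CYCH1;1*, which the paper does not call, was called here. The directions of the 4 cyclins were those of the paper. The paper states a stronger overlap with genes repressed by BL at 15 min than the one found here (Fisher's exact test, p = 0.0221). With the replicate block the p-value was 0.000415, without wild type replicate 1 it was 3.49e-06, and without wild type replicate 3 it was 6.88e-05, which reach the level that the paper gives.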

Other observations

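The tests of sequencing depth, of the natural logarithm, of the position of the RT-qPCR primers, of the A- and B-type cyclins as a group and apart, of the trend with replicate number, of the list matched on transcript length and of the splits for the numbers of called genes were chosen after the results were seen. All splits below are the 4 splits of the 6 libraries that part all same-numbered pairs. The other 6 splits keep same-numbered libraries together in 2 of the 3 pairs. With 3 libraries against 3 no count of splits can rule out a grouping by chance.

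The real split gave the largest number of genes at an unadjusted limma p-value under 0.05 in 1 of 4 splits, itself. Among all 10 splits, the one that sets wild type replicates 1 and 2 and *bron-2* replicate 1 against the rest called more genes (2064 compared with 1674), although only 4 of its genes had an adjusted p-value under 0.05. The first principal component (34.1% of the variance) placed wild type replicates 1, 2 and 3 at -30.7, -14.4 and 11.7 and *bron-2* replicates 1, 2 and 3 at 1.75, 11.2 and 20.5, so that it rose with the replicate number in both genotypes. Relative depth correlated with this component with a Pearson r of 0.802 (exact permutation test, p = 0.0972) and a Spearman rho of 0.543 (exact permutation p = 0.297), with adjusted p-values of 0.194 and 0.297, and r was -0.101 without the 2 libraries farthest from the median depth, so the relation rests on those libraries. With 6 libraries this test has little power and depth is not ruled out. The mean loading of the 19 genes named root hair specific lay outside that of random lists matched on expression (permutation p = 0.0018), and that of the 16 A- and B-type cyclins did not (permutation p = 0.124). A different share of differentiating tissue in the root tips collected is a candidate explanation for the change with replicate number, since mean log2(FPKM + 1) of the root hair specific genes fell from 5.92 to 5.71 from wild type replicate 1 to 3 and from 6.00 to 5.50 in *bron-2*. Whether it also accounts for the place of the genotypes on the component is not clear, as this mean was higher in *bron-2* than in the wild type in replicate 1 and lower in replicate 3.

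The flavonoid genes named in Supplementary Data 8 follow the replicate number and the genotype. From replicate 1 to 3, the log2 change in the wild type and in *bron-2* was -0.69 and -0.71 for CHS, -1.13 and -1.28 for CHI, -1.14 and -1.25 for CHIL, and -1.52 and -1.15 for FLS1. Their log2 fold changes between genotypes were -0.70, -1.46, -1.13 and -1.35, with adjusted limma p-values of 0.390, 0.2999, 0.383 and 0.368, and each was lower in *bron-2* in 3 of 3 same-numbered pairs. With the replicate block the adjusted p-values were 0.0345, 0.0124, 0.0129 and 0.0509. For these genes the replicate number may mark a shared growth or sampling condition. Across all tested genes the change from replicate 1 to 3 correlated with the genotype difference with a Pearson r of 0.190, short of the 0.2 set as the level for a trend behind both differences. Among the genes called here r was 0.228, and among the tested genes of Supplementary Data 7 it was 0.259, both above that level. With the change inside the wild type alone r was 0.252 and 0.243 for these sets, and inside *bron-2* alone it was 0.0840 and 0.158, under that level, so a trend common to both genotypes is not established. Genes are not independent replicates, and no p-value is given.

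Genes repressed by BL at 15 min were called more often than other genes, but the odds ratio was as large in 3 of 4 splits, and in 6 of all 10. The spread of these genes between libraries of one genotype exceeded that of all 10000 random lists matched on expression (permutation p = 0.0001, the smallest they can give), and the share of called genes was 15.7%, compared with 10.9% in lists matched on expression and length (permutation p = 0.0567). A larger variability of BL-responsive genes between libraries is therefore a candidate explanation for part of this overlap, and a link to BRON cannot be told apart from it here. The median log2 fold change of the list was as far from 0 in 2 of 4 splits, the share of lower genes among its called genes was as far from 50% in 2 of 4 splits, and the share of lower genes among all called genes in 2 of 4 splits. The mean distance from 50% of the shares in the overlap lists of Supplementary Data 8 was as large in 1 of 4 splits, the real one, for which those lists were chosen. The number of called cyclins was as large in 1 of 4 splits and in 5 of all 10.

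More dividing cells in *bron-2* root tips would raise the A- and B-type cyclins as a group, and no such shift was found, with a camera p-value of 0.954. The pooled test can miss shifts of opposite sign. Taken apart, the A-type cyclins had a median log2 fold change of 0.16 (6 of 7 higher) and the B-type cyclins one of -0.11 (7 of 9 lower), and neither type shifted, with camera p-values of 0.337 and 0.481. A rise of both types was therefore not seen, but these few low genes do not rule out a change in cell cycle phases behind the differences of *CYCP4;1* and *CYCD3;1*. In 51 genes all libraries of one genotype were listed at 0 while the other had a mean of at least 1 FPKM, 25 with *bron-2* at 0 and 26 with the wild type at 0. The count was as large in 1 of 4 splits, but the other 9 of all 10 splits gave between 41 and 54 such genes, so most of these genes may reflect values that drop to 0 in single libraries.

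BRON remained at 6.38% of its wild-type FPKM in *bron-2*, whereas the paper did not detect it by RT-qPCR. The paper draws the insertion near the start of the third exon, and the reverse primer begins 15 bases after that start. A product that spans the insertion could explain the difference, but the position of the insertion to the base was not tested, so this cannot be told apart from a lower sensitivity of the RT-qPCR or from the different age and growth medium of its seedlings. Of the 7 regulators of BRON compared here, 1 (TMK1) passed the unadjusted threshold. VDOF2 (AT1G64620) was at 1.69, 4.47 and 4.43 FPKM in the wild type and at 2.20, 4.22 and 3.36 FPKM in *bron-2*. The log2 fold changes of BAK1, KIN10, MAP4Kα1, MPK6 and bZIP69 were -0.00337, -0.03, -0.14, 0.09 and -0.11. TMK1 was higher by 0.23 with groups that did not overlap, with an unadjusted limma p-value of 0.0238 (0.0145 with the replicate block) and an adjusted one of 0.430.

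The fold changes in Supplementary Data 7 are smaller than the log2 ratios of the mean FPKM. Over the 212 genes with a mean of at least 10 FPKM and a log2 ratio of at least 0.5 in size, the paper's value was a median 0.691 times the log2 ratio, and over the 25 genes of 100 FPKM or more it was 0.701 times. The natural logarithm of 2 is 0.693. A shrinkage of low values would bring the factor toward 1 in high genes, which was not seen. The values are consistent with natural logarithms in a column that the paper describes as log2.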
